# Multiplex profiling of inflammation-related bioactive lipid mediators in *Toxocara canis*- and *Toxocara cati*-induced neurotoxocarosis

**DOI:** 10.1371/journal.pntd.0007706

**Published:** 2019-09-26

**Authors:** Patrick Waindok, Elisabeth Janecek-Erfurth, Dimitri Lindenwald, Esther Wilk, Klaus Schughart, Robert Geffers, Laurence Balas, Thierry Durand, Katharina Maria Rund, Nils Helge Schebb, Christina Strube

## Abstract

**Background:**

Somatic migration of *Toxocara canis*- and *T*. *cati*-larvae in humans may cause neurotoxocarosis (NT) when larvae accumulate and persist in the central nervous system (CNS). Host- or parasite-induced immunoregulatory processes contribute to the pathogenesis; however, detailed data on involvement of bioactive lipid mediators, e.g. oxylipins or eico-/docosanoids, which are involved in the complex molecular signalling network during infection and inflammation, are lacking.

**Methodology/Principal findings:**

To elucidate if *T*. *canis*- and *T*. *cati*-induced NT affects the homeostasis of oxylipins during the course of infection, a comprehensive lipidomic profiling in brains (cerebra and cerebella) of experimentally infected C57BL/6J mice was conducted at six different time points post infection (pi) by liquid-chromatography coupled to electrospray tandem mass spectrometry (LC-ESI-MS/MS). Only minor changes were detected regarding pro-inflammatory prostaglandins (cyclooxygenase pathway). In contrast, a significant increase of metabolites resulting from lipoxygenase pathways was observed for both infection groups and brain regions, implicating a predominantly anti-inflammatory driven immune response. This observation was supported by a significantly increased 13-hydroxyoctadecadienoic acid (HODE)/9-HODE ratio during the subacute phase of infection, indicating an anti-inflammatory response to neuroinfection. Except for the specialised pro-resolving mediator (SPM) neuroprotectin D1 (NPD1), which was detected in mice infected with both pathogens during the subacute phase of infection, no other SPMs were detected.

**Conclusions/Significance:**

The obtained results demonstrate the influence of *Toxocara* spp. on oxylipins as part of the immune response of the paratenic hosts. Furthermore, this study shows differences in the alteration of the oxylipin composition between *T*. *canis*- and *T*. *cati*-brain infection. Results contribute to a further understanding of the largely unknown pathogenesis and mechanisms of host-parasite interactions during NT.

## Author summary

Neurotoxocarosis (NT) is induced by larvae of the zoonotic roundworms *Toxocara canis* and *T*. *cati* migrating and persisting in the central nervous system of paratenic hosts, and may be accompanied by severe neurological symptoms. *Toxocara* spp. are known to modulate the hosts’ immune response, but data concerning involvement of signalling molecules are lacking. An important class of mediators participating in the complex molecular signalling network during infection and inflammation are bioactive regulatory lipids, derived from arachidonic acid and other polyunsaturated fatty acids. For a better understanding of inflammatory processes in the brain during an infection with *Toxocara* spp., a comprehensive analysis of regulatory lipids was conducted. The infection was predominantly characterised by only minor changes in the pattern of pro-inflammatory oxylipins, while anti-inflammatory metabolites, derived from lipoxygenase pathways, were significantly elevated in the subacute phase as well as in the beginning of the chronic phase of infection. This trend was also reflected in the 13-HODE/9-HODE ratio, a biomarker for the immunological status of an active infection. Obtained data provide a valuable insight in the host’s immune reaction as response against neuroinvasive *Toxocara* spp.-larvae, contributing to the characterisation of the mostly unknown pathogenesis of NT.

## Introduction

*Toxocara canis* (Werner, 1782) and *T*. *cati* (Schrank, 1788) are globally distributed, intestinal helminth parasites with canids and felids as definitive hosts [1]. Humans and a wide range of other species can act as paratenic hosts after accidental ingestion of infective stages (L3) of *Toxocara* spp., resulting in persistence of the larvae in the body tissues [2, 3]. The infection of paratenic hosts comprises different stages, starting with larvae entering the cardiovascular system and reaching the liver and lungs during the first week post infection. This acute stage of toxocarosis is called the hepato-pulmonary phase. The myotropic-neurotropic phase indicates the beginning of the chronic stage and is characterised by migration and accumulation of larvae throughout somatic tissues [3].

Humans may get infected due to inadequate hygiene, geophagia or via foodborne transmission [4]. Even though toxocarosis is one of the most frequent helminthoses in humans, the global importance of this zoonosis is probably underestimated [2, 5].

Human toxocarosis may result in a variety of clinical symptoms. Depending on the somatic distribution of the larvae and the occurring symptoms, toxocarosis is currently classified into four syndromes: covert toxocarosis, visceral larva migrans (VLM), ocular larva migrans (OLM) and neurotoxocarosis (NT), whereby NT results from accumulation and persistence of *Toxocara* spp.-larvae in the CNS [2]. Neurotoxocarosis may lead to encephalitis, myelitis, cerebral vasculitis or optic neuritis [6, 7] and affected patients may suffer from headache, fever, oversensitivity to light, weakness, confusion, tiredness and visual impairment [6–9]. While the localization of *Toxocara*-larvae in the human brain has not been systematically investigated, it has been demonstrated that larvae exhibit a species-specific tropism in the murine brain. *T*. *canis*-larvae are mainly located in the cerebrum, while *T*. *cati*-larvae prefer the cerebellum but mainly accumulate in muscle tissue [10]. Consequently, *T*. *canis*- and *T*. *cati*-induced NT differs in the severity of structural brain damage as well as the severity of neurological symptoms and behavioural alterations [10–12]. However, host- or parasite-induced immunoregulatory processes contributing to pathogenesis as well as molecular pathogenic mechanisms are only marginally identified yet.

Bioactive regulatory lipids (also called oxylipins), such as octadecanoids, eicosanoids and docosanoids, constitute an important class of molecules involved in the complex molecular signalling network during infection and inflammation. Regulatory lipids comprise a plethora of structurally and stereochemically different bioactive mediators derived from arachidonic acid (ARA) and related ω-6-polyunsaturated fatty acids (PUFAs) like dihomo-γ-linolenic acid (DGLA) and linoleic acid (LA) as well as ω-3-PUFAs such as α-linolenic acid (ALA), eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA). Regulatory lipids are generated from the oxidation of different PUFAs by three major enzymatic pathways (an overview of these and selected regulatory lipids is given in Fig 1): The cyclooxygenase pathway (COX-1 and COX-2) results in different prostanoids like prostaglandins, prostacyclins and thromboxanes. Leukotrienes as well as several hydroxy fatty acids are derived from the lipoxygenase pathway (5-LOX, 12-LOX and 15-LOX). The murine 15-LOX (*alox15*) additionally acts as a 12-lipoxygenating enzyme, converting PUFAs to metabolites similar to those derived from 12-LOX [13]. Thus, hereinafter these metabolites are referred as 12/15-LOX-metabolites. The superfamily of cytochrome P450 (CYP 450) monooxygenase enzymes catalyses the epoxidation of ARA to epoxyeicosatrienoic acids (EpETrEs), which are hydrolysed to corresponding dihydroxy-derivatives (DiHETrEs) by soluble epoxide hydrolases (sEH). In addition, CYP 450 enzymes catalyse the ω-hydroxylation of PUFAs, forming terminal (ω and ω-n) hydroxylated fatty acids [14, 15]. Different regulatory lipids have been detected in cerebral tissues, playing important roles in a variety of physiological processes, such as the maintenance of homeostasis and neural functions including spatial learning and synaptic plasticity [16–19]. Under disease conditions, several oxylipins like COX-derived prostanoids and 5-LOX-derived leukotrienes are involved in inflammatory processes including fever, sensitivity to pain, oxidative stress, and neurodegeneration [20]. In contrast, several metabolites formed via the 12/15-LOX pathway, have been described to exhibit anti-inflammatory activities, e.g. by co-activating peroxisomal proliferator activating-receptors (PPAR), regulating cytokine generation and modulating expression of inflammation related genes [21, 22]. Furthermore, the 12/15-LOX-derived 13-HODE is an agonist for PPAR-γ and exhibit anti-inflammatory properties [23, 24]. In contrast, 9-HODE is mainly generated by non-enzymatic reactions and activates the G protein-coupled receptor G2A, which mediates intracellular calcium mobilization and JNK activation, promoting inflammatory processes [25, 26]. Both metabolites derive from linoleic acid and have been suggested as markers for lipid peroxidation in various chronic diseases [27]. Therefore, Tam et al. [28] proposed the ratio of 13-HODE to 9-HODE as useful biomarker to indicate the immunological status of an active infection. The involvement of regulatory lipids in inflammatory processes has been examined in numerous studies. Most of these studies focused primarily on selected oxylipins, and only a few studies have comprehensively examined quantitative changes during the course of bacterial [29, 30] and viral [28] infections. While these studies were conducted with tibiotarsal tissues [29], blood and exudates [30], and nasopharyngeal lavages [28] as sample material, nothing is known about the dynamic lipidomic profile in the brain during cerebral infections. Furthermore, information about a comprehensive description of these processes during parasitic infections is lacking. Therefore, this study aimed to characterise for the first time alterations in the brain pattern of bioactive regulatory lipids during acute, subacute and chronic NT in *T*. *canis*- and *T*. *cati*-infected mice as a model for paratenic hosts [3].

**Fig 1:**
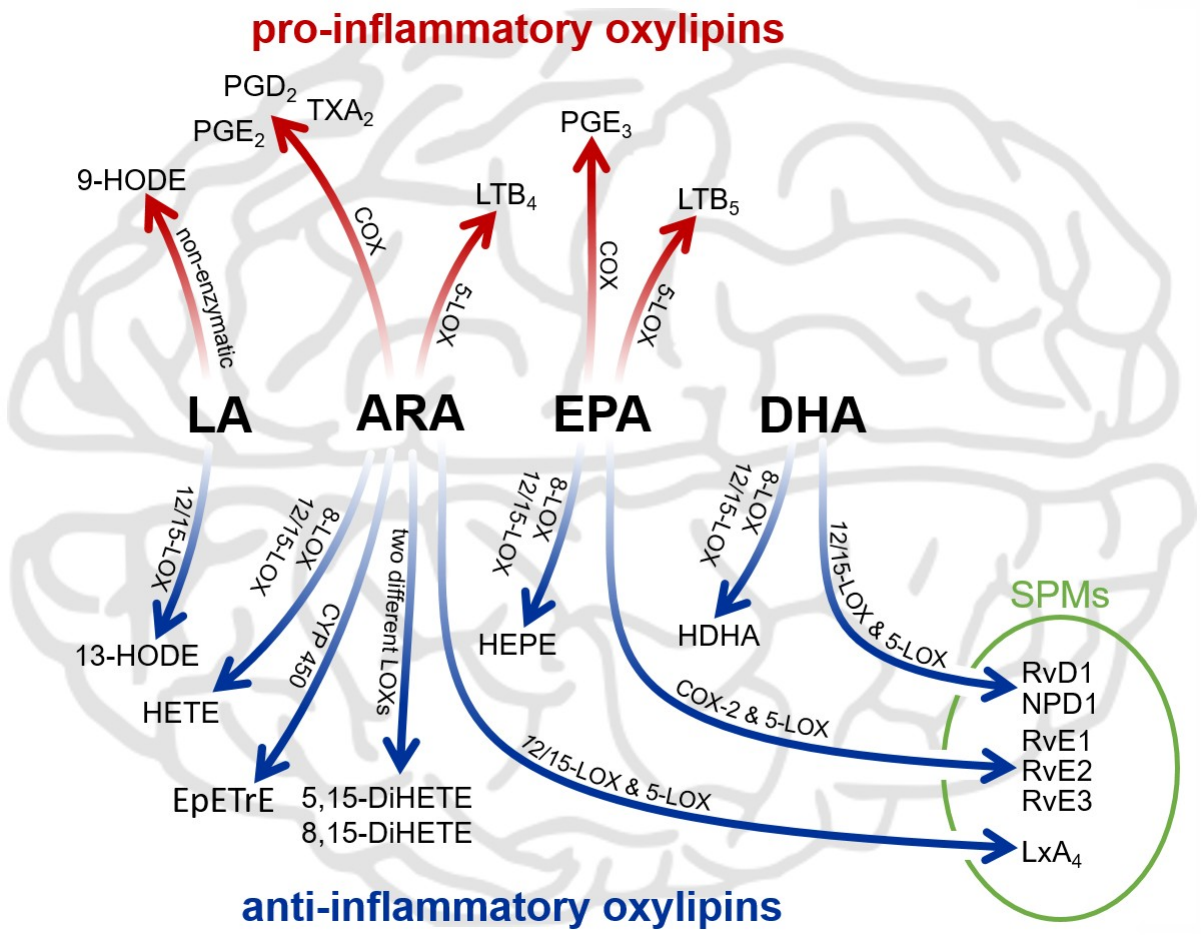
Simplified overview of the generalised major biosynthetic cascades and selected lipid mediators derived from linoleic acid (LA), arachidonic acid (ARA), eicosapentaenoic acid (EPA), and docosahexaenoic acid (DHA). Cyclooxygenases (COX) convert polyunsaturated fatty acids (PUFAs) to prostanoids. Leukotrienes (LTs) derive from the 5-lipoxygenase pathway (5-LOX), while further lipoxygenases (8-LOX and 12/15-LOX) convert PUFAs to corresponding hydroxylated fatty acids (HODE, HETE, HEPE and HDHA). 8,15- and 5,15-dihydroxyeicosatetraenoic acid (8,15- and 5,15-DiHETE) as well as specialised pro-resolving mediators (SPMs) like resolvins (Rv), neuroprotectin D1 (NPD1) and lipoxins (Lx) require at least two consecutive enzymatic conversions. Various cytochrome P450 monooxygenase enzymes (CYP 450) catalyse the epoxidation of PUFAs, illustrated by ARA-derived epoxyeicosatrienoic acids (EpETrEs).

## Material and methods

### Ethics statement

Animal experiments were performed in accordance with the German Animal Welfare act in addition to national and international guidelines for animal welfare. Experiments were permitted by the ethics commission of the Institutional Animal Care and Use Committee (IACUC) of the German Lower Saxony State Office for Consumer Protection and Food Safety (*Niedersaechsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit*) under reference numbers 33.9-42502-05-01A038 (experimental infection of dogs and cats), 33.12-42502-04-14/1520, 33.12-42502-04-15/1869 and 33.14-42502-04-12/0790 (experimental infection of mice).

### Biological material and infection of mice as a model for human neurotoxocarosis

Eggs of field isolates of *Toxocara canis* (field isolate HannoverTcanis2008) and *T*. *cati* (field isolate HannoverTcati2010), maintained at the Institute for Parasitology, University of Veterinary Medicine Hannover, were obtained from faeces of experimentally infected dogs and cats, respectively, by a combined sedimentation/flotation technique. Eggs were cultured in tap water for about 4 weeks in a controlled temperature chamber at 25±1 °C with oxygenation two times per week to allow development of third-stage larvae. Infective eggs were subsequently stored in tap water at 4 °C until use.

For the oxylipin analysis, 4-week-old female C57BL/6JRccHsd mice were purchased from Harlan Laboratories (The Netherlands) and were allowed to acclimatize for 14 days before the start of the experiment, while for microarray analysis, 5-week-old female C57BL/6JRccHsd were purchased and an acclimatisation time of one week was provided. Mice were housed in Makrolon cages in a 12/12 hours dark/light cycle receiving standard rodent diet (Altromin 1324, Germany) and water *ad libitum*. With regard to unsaturated fatty acids, the standard rodent diet contained 2,210 mg/kg α-linolenic acid and 16,152 mg/kg linoleic acid. At the age of 6 weeks, 45 animals each were infected orally with 2000 embryonated *T*. *canis* or *T*. *cati* eggs, respectively, administered at once in a volume of 0.5 ml tap water, whereas 45 control mice received the same volume of the vehicle (tap water) only. At each time point of investigation in the acute phase (day 7 *post infectionem* [pi]), the subacute phase (days 14 and 28 pi) and the chronic phase (days 42, 70 and 98 pi), five mice were sacrificed by cervical dislocation for the oxylipin analysis. Additionally, as of day 14 pi, three mice of each study group were euthanized for microarray analyses at each time point. For the oxylipin analyses, brains were removed, subdivided into cerebrum and cerebellum, and immediately snap frozen in liquid nitrogen. During further processing, specimens were homogenised in liquid nitrogen using a mortar and pestle, and 50±5 mg of homogenised tissue were weighed and stored individually at -150 °C until oxylipin extraction. For the microarray analysis, brains were removed and subdivided into left and right hemispheres as well as cerebrum and cerebellum. Right cerebrum and cerebellum hemispheres were stored individually in RNAlater RNA stabilization reagent (Qiagen, Hilden, Germany) at 4 °C overnight and afterwards at -80 °C until RNA isolation [31].

### Oxylipin extraction

Extraction and analysis of oxylipins in brain tissue was carried out as described with modifications [32, 33]. Samples were thawed on ice and 300 μl acidified methanol (0.2% formic acid [Fisher Scientific, Germany] in LC-MS grade MeOH [Fisher Scientific, Germany]), 10 μl antioxidant solution (0.2 mg/mL EDTA [Sigma Aldrich; Germany], 0.2 mg/mL butylated hydroxytoluene [Sigma Aldrich; Germany], 100 μM indomethacin [Sigma Aldrich; Germany], 100 μM TUPS [34]) in MeOH/H_2_O (50/50, *v/v*) [35]) as well as 10 μl of internal standards (each 100 nM ^2^H_4_-6-keto-PGF_1α_, ^2^H_4_-PGE_2_, ^2^H_4_-PGD_2_, ^2^H_4_-TxB_2_, ^2^H_4_- LTB_4_, ^2^H_4_-9-HODE, ^2^H_8_-5-HETE, ^2^H_8_-12-HETE, ^2^H_6_-20-HETE, ^2^H_11_-14,15-DiHETrE, ^2^H_11_-14(15)-EpETrE, ^2^H_4_-9(10)-EpOME, ^2^H_4_-9(10)-DiHOME, ^2^H_4_-15-F_2t_-IsoP, ^2^H_11_-5(*R*,*S*)-5-F_2t_-IsoP, Cayman Chemicals (local distributor: Biomol, Germany) [32] were added. Subsequently, the samples were homogenised again using two 3 mm metal beads in a ball mill (Retsch, Germany) for 8 min at 15 Hz, followed by centrifugation at 20,000 *x g* for 10 min at 4 °C. The supernatant was diluted with 2700 μl of 1 M sodium acetate (pH 6.0; Carl Roth, Germany). Solid phase extraction was carried out on cartridges with an unpolar (C8)/anion exchange mixed mode material (Bond Elut Certify II, 200 mg; Agilent, Germany), preconditioned with one column volume of MeOH and one column volume of 0.1 M sodium acetate with 5% MeOH (pH 6.0). After sample loading, the cartridge was washed with one column volume of water and one column volume of MeOH/H_2_O (50/50, *v/v*). Cartridges were dried for 20 min by low vacuum (∼200 mbar). Oxylipins were eluted with *n*-hexane/ethyl acetate (25/75, *v/v*) (*n*-hexane: HPLC grade [Carl Roth Germany]; ethyl acetate [Sigma Aldrich; Germany]) with 1% acetic acid (Sigma Aldrich; Germany) in glass tubes containing 6 μl of 30% glycerol (Sigma Aldrich; Germany) in MeOH. The eluate was evaporated in a vacuum centrifuge (1 mbar, 30 °C, 40–60 min; Christ, Germany) until only the glycerol plug was left. Dried residues were immediately frozen at -80 °C for at least 30 min and reconstituted in 50 μl of MeOH containing a second internal standard allowing the evaluation of extraction efficacy afterwards. Samples were centrifuged (20,000 *x g*, 10 min, 4 °C). Oxylipins were quantified by liquid chromatography-mass spectrometry (LC–MS/MS) following negative electrospray ionization in scheduled SRM mode on a QTRAP6500 mass spectrometer (Sciex, Germany) injecting 5 μl as described by Rund et al. [32]. Authentic standard substances of oxylipins were purchased from Cayman Chemicals (local distributor: Biomol, Hamburg, Germany). As the standard for NPD1 is not commercially available it was synthesized as follows: The NPD1-methyl ester was synthesized as described for its C10-epimer [36] replacing the (S)-1,2,4-butanetriol by its (R)-enantiomer as starting material for the introduction of the E,E-iododiene. Methyl ester-NPD1 was than hydrolyzed with 1 M LiOH in MeOH/H2O (50/50, *v/v*) followed by acidification with McIlvains buffer (pH 5) producing NPD1 as a colorless oil in 97% yield. Peak integration and determination of oxylipin concentration was conducted using Multiquant (Sciex, Germany).

### RNA isolation from brains and microarray analysis of genes involved in the oxylipin-synthesis

RNA isolation and whole genome microarray analysis was conducted as described by Janecek et al. [31]. Briefly, the total RNA content from three cerebra and cerebella from each group at time points 14, 28, 42, 70 and 90 pi was isolated using the RNeasy Lipid Tissue Mini kit (Qiagen, Germany). After further processing, quality control and Cy3-labelling of isolated RNA, labelled cRNA was hybridised to Agilent’s 4x44k Mouse V2 (Design ID:026655) for 17 h at 65 °C and scanned as described by Pommerenke et al. [37]. Obtained data for *ptgs1* (COX-1; Probe A_51_P279100), *ptgs2* (COX-2; Probe A_51_P254855), *aloxe3* (A_55_P2023523), *alox5* (A_51_P247249), *alox5ap* (A_51_P235687), *alox8* (A_55_P2029957), *alox12* (A_51_P520306), *alox12b* (A_55_P2121682), *alox12e* (A_51_P471659) and *alox15* (A_51_P252565) were statistically analysed as described below.

### Data analysis

Normality of distribution of all sample sets was analysed by the Kolmogorov-Smirnov test. For normally distributed variables the One-way ANOVA or for skewed distributions the Kruskal-Wallis test was used to reveal statistically significant differences between the infection and control group at each time point. To account for multiple comparisons, false discovery rate adjustment of *P*-values was carried out in R (version 3.1.2; [38]) and a *Q*-value of 0.1 was considered as statistically significant. For *Q*-values below 0.1, the following post-hoc tests were carried out: unpaired t-test for normally distributed datasets or Mann-Whitney U test (MWU) for skewed distributions, whereby *P*≤0.05 was considered as statistically significant. If a metabolite could not be detected in one of the study groups, the lower limit of quantification was used for statistics. Statistical analyses were conducted with GraphPad Prism^™^ software (version 6.03; GraphPad Software, California, USA). Due to normally distributed datasets for the ratio of 13-HODE to 9-HODE as well as the transcription rates of oxylipin-related genes, an unpaired t-test was used to reveal statistical differences between infected and uninfected groups (GraphPad Prism^™^ software [version 6.03; GraphPad Software, California, USA]).

Ratios of lipid mediators and transcriptional levels of mentioned genes between the uninfected control and infection groups over the course of infection were calculated by dividing each individual value of the *T*. *canis*-, *T*. *cati*- and uninfected control group by the mean value of the uninfected control group at the respective point in time. If a metabolite was not detected in the corresponding uninfected control group, the lower limit of quantification was used to calculate the fold change in infected mice. The fold changes were log2 transformed and the means of the log2 transformed fold-changes were presented as heatmaps to identify relative changes. Heat maps were visualised with MeV [39] (Version 4.9.0, TM4 Software suit [http://mev.tm4.org]).

## Results

### Clinical assessment, body and brain weights

Clinical assessment of mice as well as data on body weight, whole brain weight, cerebrum and cerebellum weight as well as brain to body mass ratio have been published previously by Waindok and Strube [40], using the same mice to investigate changes in brain cytokine and chemokine patterns during neurotoxocarosis. In short, infected mice showed varying degrees of neurobehavioural alterations as described by Janecek et al. [12], with *T*. *canis*-infected mice developing symptoms like ataxia to paresis and paraplegia or incoordination earlier and more severe than *T*. *cati*-infected mice. The brain/body mass ratio in comparison to the uninfected control group was significantly lower at day 14 pi in *T*. *canis*- and *T*. *cati*-infected mice (*P* = 0.0038 and *P* = 0.0024, respectively) and at day 28 pi in *T*. *canis*-infected mice (*P* = 0.0353). Similarly, the cerebrum/body mass-ratio was significantly lower at day 14 pi in *T*. *canis*- and *T*. *cati*-infected mice (*P* = 0.0005 and *P* = 0.0003, respectively) and at day 28 pi in *T*. *canis*-infected mice (*P* = 0.0396), but increased significantly at day 70 pi in the latter group (*P* = 0.0079). Regarding the cerebellum/body mass-ratio, statistically significant differences were not detectable between the infected and uninfected groups.

### Composition of bioactive lipid metabolites by metabolic pathways

A total of 73 different oxylipins were successfully detected and quantified in brains of *Toxocara* spp.-infected mice and uninfected controls. To assess the composition of bioactive lipid metabolites over the course of infection, analysed metabolites of different PUFAs were summarised by their major formation routes, i.e. COX, LOXs, and CYP 450 as well as non-enzymatic autoxidation. The proportion of the respective pathways contributing to the analysed oxylipins in the brains of *Toxocara* spp.-infected and uninfected mice is illustrated in Fig 2. Concentrations and *P*-values regarding the comparison to uninfected control mice are provided in S1 Table. Absolute levels of COX-derived metabolites in the cerebra and cerebella did not differ significantly between infected and uninfected control mice with the exception of *T*. *cati*-infected cerebella at day 42 pi. Infection with *T*. *canis* and *T*. *cati* led to similar alterations of CYP 450-derived metabolites in the cerebra, namely a significant increase at days 14, 42 and 70 pi. In the cerebella, CYP 450-derived metabolites were significantly increased at days 14 and 42 pi in both infection groups. The total amount of 5-LOX-derived oxylipins was significantly higher in the cerebra of *T*. *canis*-infected mice at days 28 and 42 pi and of *T*. *cati*-infected mice at day 42 pi. In the cerebella, 5-LOX-metabolites were significantly increased at day 7 pi for *T*. *canis*- and at day 14 pi for *T*. *cati*-infected mice, as well as in both infection groups at day 42 pi. Metabolites derived by 8-LOX were significantly elevated in the cerebra of both infection groups at days 14, 28 and 42 pi. Regarding the cerebella, a significant increase was observed at days 14, 28 and 98 pi in *T*. *canis*-infected mice and at days 28 and 42 pi in *T*. *cati*-infected mice. In addition, levels of 12/15-LOX-derived oxylipins were significantly elevated at days 14, 28 and 42 pi in the cerebra of both infection groups. Significantly increased levels of 12/15-LOX metabolites were also observed in the cerebella of both infection groups at days 14 and 42 pi. The levels of non-enzymatically derived oxylipins did not differ significantly between the uninfected control group and the two infection groups in both brain parts.

**Fig 2:**
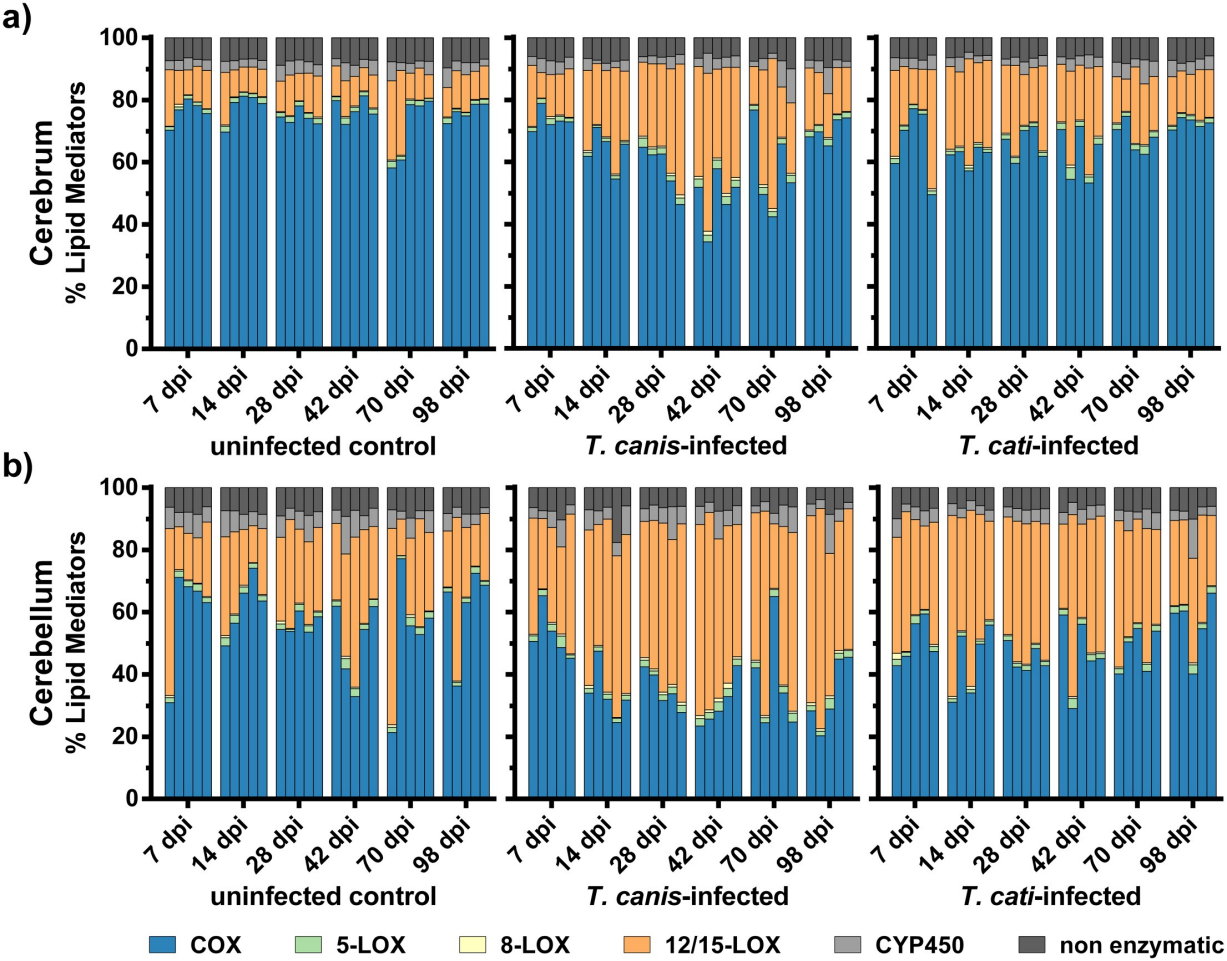
Stacked bar graphs represent the percentage-ratio of all detected metabolites summed by their assumed major formation route in the a) cerebra and b) cerebella of *Toxocara* spp.-infected and uninfected mice. Each column represents data from a single sample (n = 5).

### Alterations in individual oxylipins

While Fig 2 illustrates relative patterns of detected lipid mediators based on their major metabolic formation pathways during infection, Fig 3 displays alterations of individual bioactive lipid mediators and their fold change in infected compared to uninfected control mice. Oxylipin concentrations and *P*-values regarding the comparison to the control mice are given in S2 Table (cerebrum) and S3 Table (cerebellum). Metabolites are classified by their major biosynthetic pathways, however metabolite formation through other enzymes or non-enzymatic peroxidation cannot be excluded.

**Fig 3:**
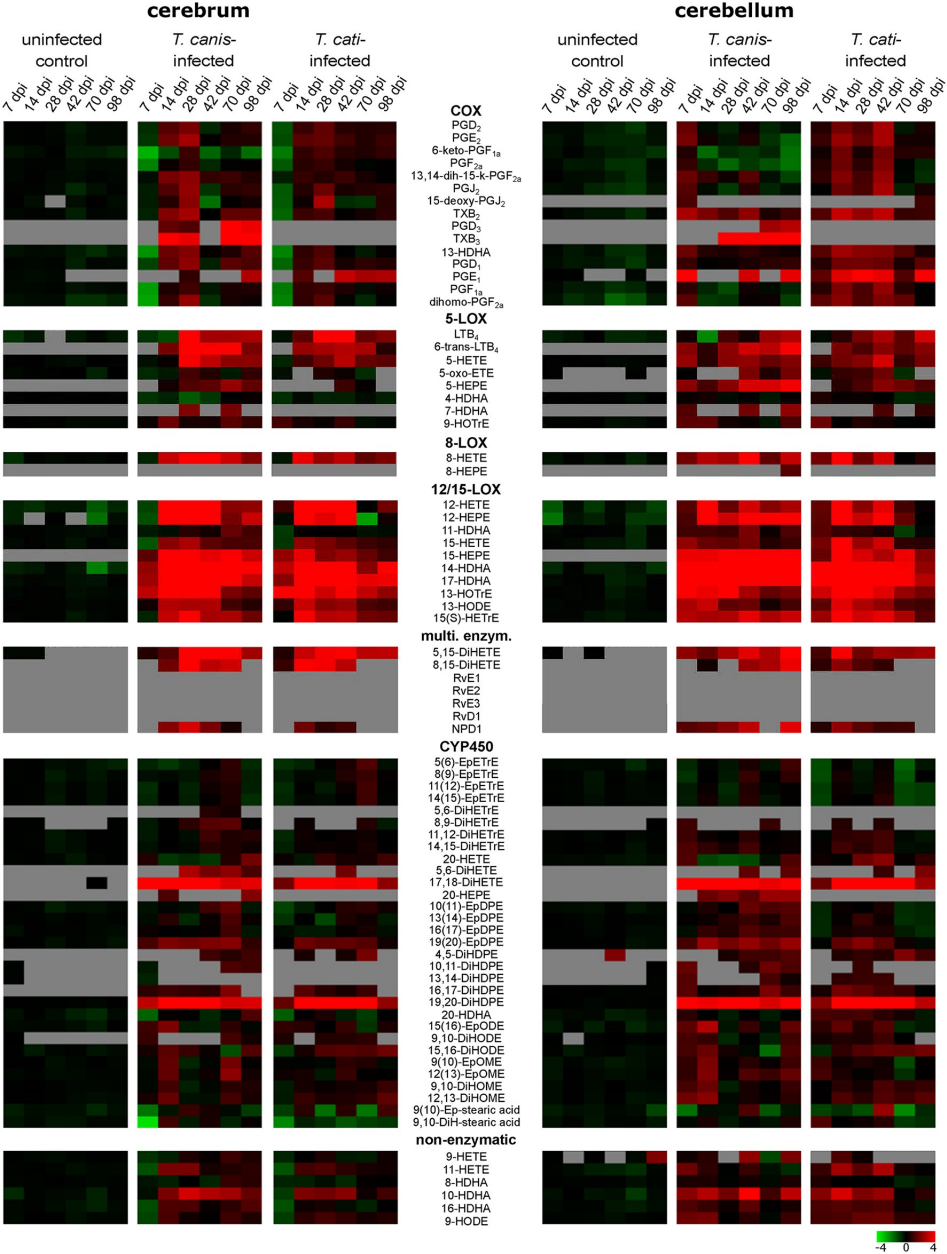
Heatmap representing the mean fold-change of each lipid mediator in uninfected controls as well as in *T*. *canis*- and *T*. *cati*-infected mice. For clarity, classification of metabolites is generalised based on their major biosynthetic pathways. Metabolites below the quantification limit are displayed in grey.

#### COX-derived metabolites

In the cerebra of *T*. *canis*-, but not *T*. *cati*-infected mice, a statistically significant decrease of different prostaglandins as well as 13-HDHA was observed at day 7 pi. A significant increase of various prostaglandin concentrations in *T*. *canis*-infected cerebra was detected in the subacute phase of infection at day 28 pi (cf. S2 Table). Levels of PGE_2_, PGJ_2_, 15-deoxy-PGJ_2_ and PGD_1_ were also elevated in cerebra of *T*. *cati*-infected mice at day 28 pi. Furthermore, EPA-derived PGD_3_ and TxB_3_ were only detected in *T*. *canis*-infected cerebra. In *T*. *canis*-infected cerebella, no significant alterations in COX-derived metabolites were detected over the course of infection, while cerebella of *T*. *cati*-infected mice showed a statistically significant increase of different prostaglandins at day 14 pi (cf. S3 Table).

#### LOX-derived metabolites

Several LOX-derived metabolites (5-HEPE, 6-*trans*-LTB_4_, 7-HDHA, 15-HEPE) were only detected in *T*. *canis*- as well as *T*. *cati*-infected mice, but not in the control group (Fig 3).

A differential regulation of metabolites generated by 5-LOX was observed for *T*. *canis*- as well as *T*. *cati*-induced NT. In the cerebra, levels of LTB_4_ and 6-*trans*-LTB_4_ were significantly elevated at days 14, 28, 42 and 98 pi, in both infection groups. For 6-*trans* LTB_4_, this significant increase was also detected in the cerebella, where it was observed from day 28 pi until day 70 pi in *T*. *canis*-infected mice and at days 14, 42 and 70 pi in *T*. *cati*-infected mice. In contrast, LTB_4_ was significantly decreased in the cerebella of *T*. *canis*-infected mice at day 14 pi, while it was unaffected in those of *T*. *cati*-infected mice.

Furthermore, infection with *T*. *canis* as well as *T*. *cati* resulted in a significant increase of 8-LOX-derived 8-HETE in the cerebra at days 14, 28, 42 and 98 pi. At these time points, levels of 8-HETE were also significantly elevated in the cerebella, with the exception of day 98 pi in *T*. *cati*-infected cerebella. Increased levels of 12/15-LOX-derived 12-HETE were detected in cerebra of both infection groups at days 14 and 42 pi, and additionally at day 28 pi in *T*. *canis*-infected cerebra. In cerebella of both infection groups, significantly elevated concentrations of 12-HETE were detected at days 14 and 42 pi. Furthermore, EPA-derived 12-HEPE was significantly elevated at days 14 and 28 pi in both infection groups, and additionally at day 42 pi in *T*. *cati*-infected and day 98 pi in *T*. *canis*-infected cerebra, while the cerebellar concentrations of 12-HEPE were increased at day 28 pi in *T*. *canis*- and *T*. *cati*-infected mice.

Moreover, significantly elevated levels of ARA-derived 15-HETE were detected in the cerebra of both infection groups at day 28 pi. In the cerebella, 15-HETE was increased at day 42 pi in *T*. *canis*-, and at days 14 and 42 pi in *T*. *cati*-infected mice. DHA-derived 14-HDHA and 17-HDHA were significantly increased at days 14, 28, 42 and 98 pi in the cerebra and at days 14, 28 and 42 pi in the cerebella of both infection groups.

#### Metabolites derived by multiple enzymatic conversions

The biosynthesis of several oxylipins requires at least two consecutive conversions by enzymes, e.g. ARA-derived 8,15-DiHETE and 5,15-DiHETE. Both metabolites were detected in the cerebra and cerebella of infected mice, whereas 8,15-DiHETE was not and 5,15-DiHETE was only sporadically detected in uninfected control mice. Neuroprotectin D1 (NPD1) was not detected in brains of uninfected control mice at any time point, but in cerebra and cerebella of infected mice at most time points during the study period (Fig 4). In cerebra of infected mice, NPD1 concentrations were significantly elevated at days 14, 28 and 42 pi in *T*. *canis*-infected and at days 14 and 42 pi in *T*. *cati*-infected mice. In the cerebellum, significantly elevated levels were measured additionally at day 98 pi in *T*. *canis*-infected and at day 28 pi and in *T*. *cati*-infected mice. Further specialised pro-resolving mediators like RvD1, RvE1 and Lipoxin A_4_ (LxA_4_) were not detected in the present study.

**Fig 4:**
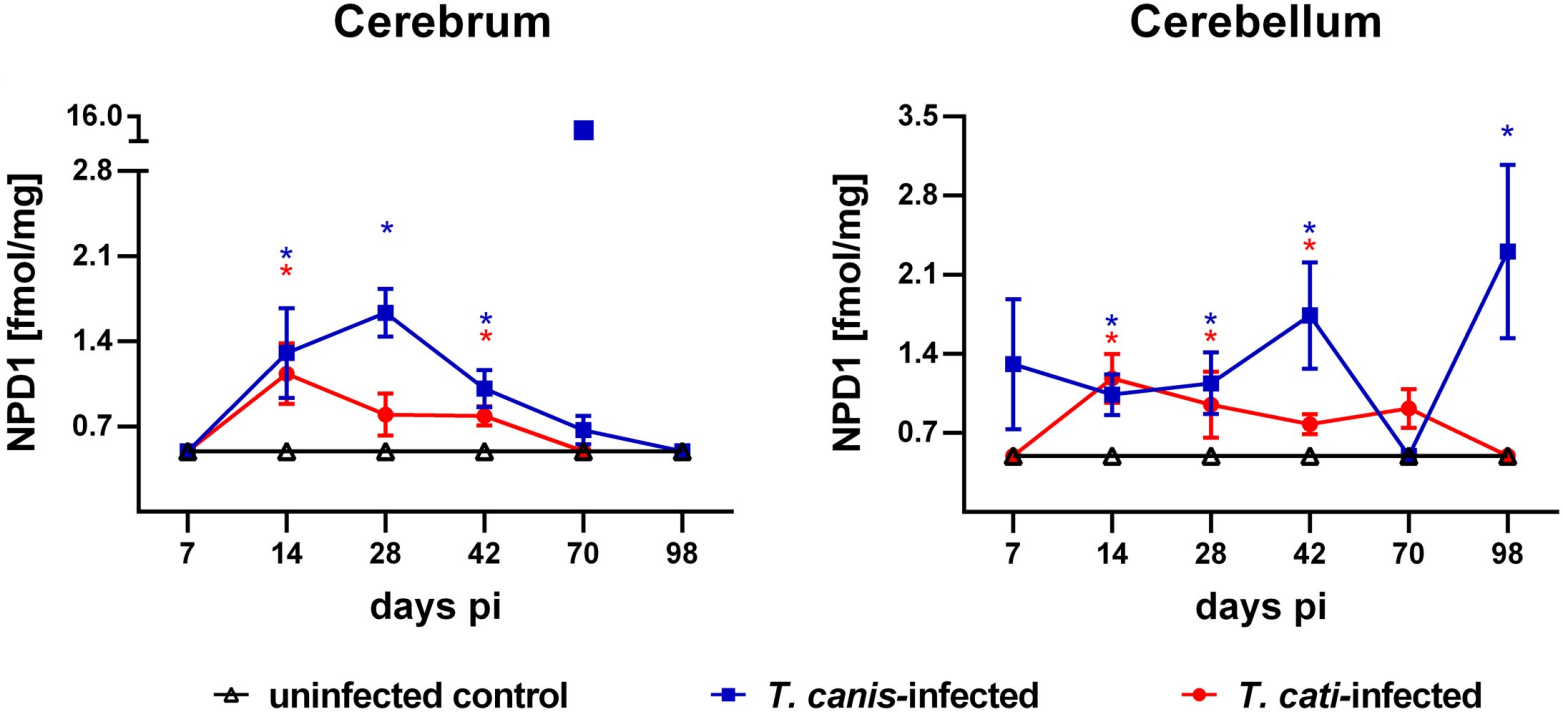
Time course of concentrations of NPD1 (mean ± SEM) in the cerebra and cerebella of uninfected controls as well as *T*. *canis*- and *T*. *cati*-infected mice. If the level was below the limit of quantification (LOQ) the LOQ is shown (0.498 fmol/mg). Asterisks indicate statistically significant differences (*P*≤0.05) between infected and uninfected mice. The square marks an outlier for NPD1 at day 70 pi.

#### CYP 450-derived metabolites

Regarding metabolites produced by CYP 450-pathways, ω-3-PUFA-derived metabolites were mainly detected in infected mice. While EPA-derived epoxy-fatty acids could not be detected in the sample set, EPA-derived hydroxy- and dihydroxy-derivates were mainly detected in the cerebra (e.g. 5,6-DiHETE) or predominantly in the cerebella (e.g. 20-HEPE) of *T*. *canis*-infected mice. These metabolites were only sporadically detected in *T*. *cati*-infected and uninfected control mice. DHA-derived epoxy-fatty acids were present in the infection groups as well as in the uninfected control group during the entire study period, whereas corresponding dihydroxy-derivates were mainly detected in cerebra and cerebella of infected mice.

### Ratio 13-HODE/9-HODE

The ratio of 13-HODE to 9-HODE was shifted towards 13-HODE in the cerebra and cerebella of *T*. *canis*- as well as *T*. *cati*-infected mice during the course of infection (Fig 5). A significant increase of the 13-HODE/9-HODE ratio was already detected in the cerebra of *T*. *canis*-infected mice at days 7 and 14 pi (*P* = 0.0171 and *P* = 0.0001), reaching a maximum from days 28 and 42 pi (*P*≤0.0001 and *P* = 0.0011), while in *T*. *cati*-infected cerebra, the ratio peaked already at day 14 pi and remained significantly increased at days 28 and 42 pi (*P* = 0.0098, *P* = 0.0049 and *P* = 0.0461, respectively). In both infection groups, the 13-HODE/9-HODE ratio declined to homeostatic conditions in the later phase of infection at days 70 and 98 pi. Although the 13-HODE/9-HODE ratio in *T*. *canis*- and *T*. *cati*-infected cerebella showed a similar development as in the cerebrum, statistically significant alterations were only detected at days 7 and 28 pi (*P* = 0.0006 and *P*≤0.0001) in *T*. *canis*- and at days 14 and 28 pi (*P* = 0.0139 and *P* = 0.0067) in *T*. *cati*-infected mice.

**Fig 5:**
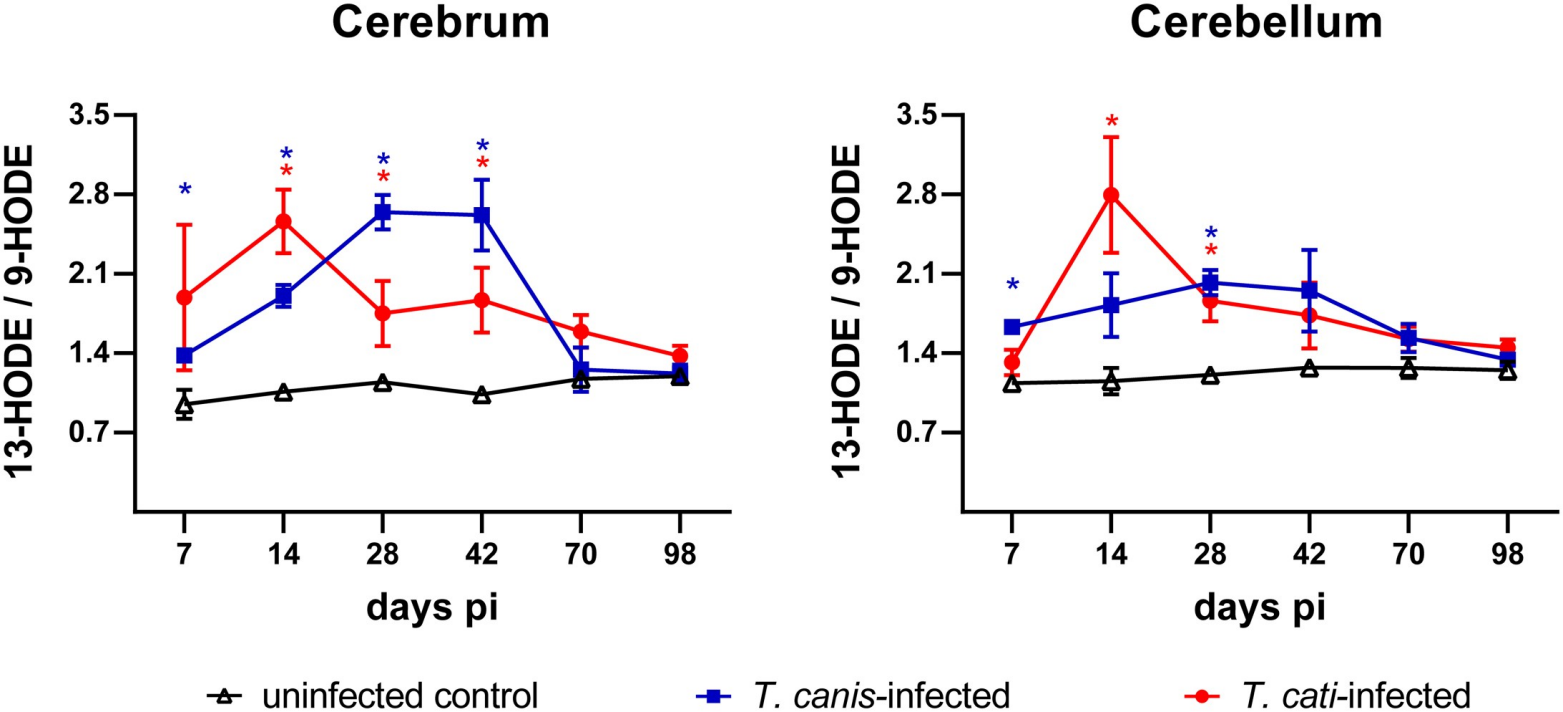
13-HODE/9-HODE-ratio (mean ± SEM) in the cerebra and cerebella of uninfected controls as well as *T*. *canis*- and *T*. *cati*-infected mice. Asterisks indicate statistically significant differences (*P*≤0.05) between infected and uninfected mice.

### Transcriptomic profiling

Transcriptional alterations of different *ptgs* (encoding for COX enzymes) and *alox* (encoding for LOX enzymes)-genes are shown as fold changes in Fig 6. 

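For day 42 pi, RNA of single cerebra and cerebella was hybridised to 20 one-colour (Cy3) arrays of 39429 non-control probes, 1 array per RNA sample. Each brain part was represented by 3 arrays of *T*. *canis*-infected, 3 arrays of *T*. *cati*-infected and 4 arrays of uninfected control mice. The methods give 3 samples per group, and as the paper's text does not name the 3 controls used, all 4 were kept. Infected mice had received 2000 eggs at an age of 6 weeks according to the methods, 42 days before sampling, and the sample records give an age of 11 weeks. The methods name female mice, but control 1 and control 2 of the arrays labelled cerebrum are recorded as male. On these 2 arrays, *Xist*, a transcript of the inactive X chromosome, was not well above background, and the Y-linked *Ddx3y* lay 9.00 above the highest of the 18 other arrays on the log2 scale.

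The authors deposited the scanner output of each array (Agilent Feature Extraction), with spot intensities that are background-subtracted but not normalized between arrays, and a table of their own processed log2 values. Here, the log2 processed signal of each probe was set relative to the 75th percentile of its array, so that 0 marks that percentile, after control spots and spots flagged as outliers were left out. Between 76.0% and 85.7% of the probes were well above background per array. Each brain part was fitted with limma on its arrays of all 3 groups, which share 1 estimate of the spread, over the 30882 probes (labelled cerebrum) or 31538 probes (labelled cerebellum) that were well above background on every array of at least 1 group, and the 10 probes named in the methods. *P* values were adjusted by Benjamini-Hochberg over these probes, and the SD is that between arrays. A two-sided exact permutation test cannot give a *P* below 0.0286 for 3 against 4 arrays, or below 0.10 for 3 against 3, and the small number of arrays limits the precision. All control arrays were scanned on 1 day and all infected arrays 8 days later, and infected and control arrays never shared a slide, so that scan day and infection cannot be told apart where infected and control arrays are compared. No chromosome positions are given, as no annotation of the genome build named in the array files was used here.

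The brain-part labels were checked with fixed lists of 12 genes typical of the forebrain and 12 genes typical of the cerebellum. On 8 of the 20 arrays, both lists lay on the other side of the label. On 4 arrays labelled cerebrum (*T*. *canis* 2, *T*. *cati* 2, control 2 and control 4), the mean of the forebrain genes was between -3.75 and -2.94 and that of the cerebellum genes between 2.52 and 3.53. On 4 arrays labelled cerebellum (*T*. *canis* 3, *T*. *cati* 2, control 1 and control 3), the mean of the forebrain genes was between 0.47 and 0.75 and that of the cerebellum genes between -2.50 and -1.93. The authors' processed values put the same 8 arrays on the other side. The arrays were kept under their labels, so each group named cerebrum or cerebellum holds arrays of both marker patterns, and a transcript that differs between brain parts has a larger spread within each group. Arrays of 1 label may then come from the same mouse, as could control 1 and control 2 labelled cerebrum, the only male arrays. The values of n and the exact permutation tests here and below count arrays and take them as independent. If they are not, these *P* values do not hold as given. The controls of 1 slide all carried forebrain markers and those of the other all cerebellum markers. A random block for the slide therefore also takes up the difference between brain parts. On the arrays labelled cerebellum, the most alike controls, control 1 and control 3, carried forebrain markers. The most alike *T*. *cati* arrays there, *T*. *cati* 1 and *T*. *cati* 3, carried cerebellum markers. Array weights may thus set 1 brain part against the other.

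**Figure D1:**
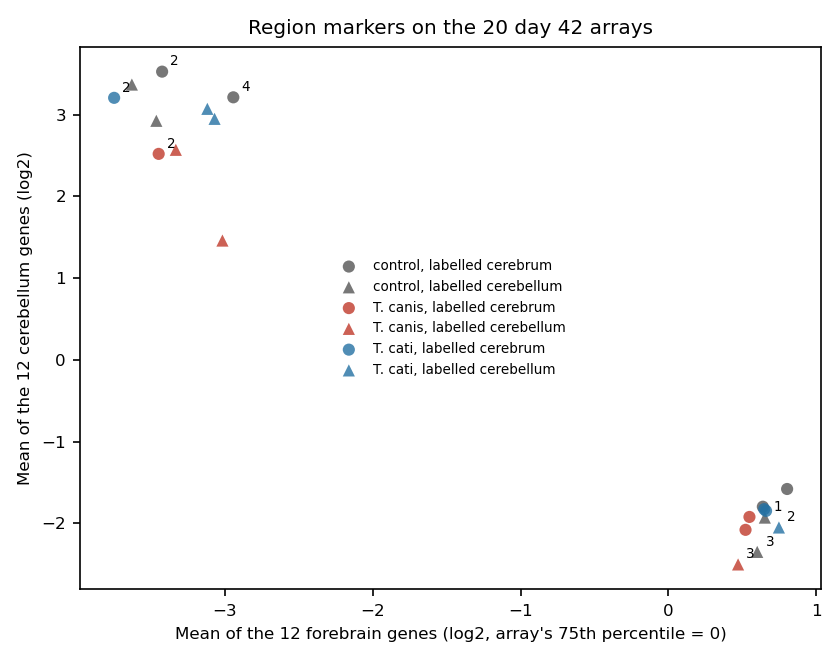
Mean log2 signal of 12 forebrain genes (x axis) and of 12 cerebellum genes (y axis) on each of the 20 arrays, both relative to the array's 75th percentile. Circles are arrays labelled cerebrum and triangles arrays labelled cerebellum, coloured by infection group; replicate numbers mark the 8 arrays that lie with the other brain part, 4 circles at the upper left (cerebellum genes at 2.52 to 3.53) and 4 triangles at the lower right (-2.50 to -1.93).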

Transcription of *ptgs1* was significantly increased in cerebra and cerebella of *T*. *canis*-infected mice during the whole study period (*P*≤0.0418). 

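At day 42 pi, the log2 signal of *ptgs1* (probe A_51_P279100) on the arrays labelled cerebrum was 0.51 ± 0.33 (SD, n = 3) in *T*. *canis*-infected mice and -0.50 ± 0.40 (SD, n = 4) in controls. This is an increase of 1.01 on the log2 scale (standard error 0.23, adjusted *P* = 0.0308 from limma, with an adjusted *P* of 0.00451 when adjusted over the list alone, the 10 genes of the methods). On the arrays labelled cerebellum, the signal was 0.69 ± 0.066 (SD, n = 3) after *T*. *canis*-infection against -0.52 ± 0.28 (SD, n = 4) in controls, an increase of 1.21 (standard error 0.17, adjusted *P* = 0.00375 from limma). In both brain parts, each of the 3 infected arrays lay above all 4 control arrays (exact permutation test with the arrays taken as independent, *P* = 0.0286, the smallest possible). The increase stayed between 0.84 and 1.17 (labelled cerebrum) and between 1.08 and 1.3 (labelled cerebellum) when each array was left out in turn. On the arrays labelled cerebrum, limma's adjusted *P* rose to 0.140 without *T*. *canis* 3, and it also passed 0.05 without *T*. *canis* 1, control 2 or control 4. Taking the slide as a random block in limma left the increases close to these values but raised the adjusted *P* to 0.122 on the arrays labelled cerebellum and to 0.0724 on those labelled cerebrum. For cerebrum, limma's adjusted *P* was also 0.0505 after normexp background correction, 0.0746 with only the 7 arrays compared in the fit and 0.111 without the 2 male controls.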

In *T*. *cati*-infected mice, *ptgs1*-transcription was significantly upregulated at day 28 pi (*P* = 0.0406) in the cerebra, and at days 28, 70 and 98 pi (*P* = 0.0056, *P* = 0.0453 and *P* = 0.0418) in the cerebella. By contrast, the transcription rate of *ptgs2* was significantly downregulated in cerebra of *T*. *canis*-infected animals at day 28 pi (*P* = 0.026), cerebra of *T*. *cati*-infected mice were not affected. 

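In *T*. *cati*-infected mice at day 42 pi, the log2 signal of *ptgs2* (probe A_51_P254855) on the arrays labelled cerebrum was -3.13 ± 1.5 (SD, n = 3), against -4.10 ± 1.73 (SD, n = 4) in controls. The difference of 0.97 on the log2 scale (standard error 1.01) was smaller than the spread between arrays of 1 group (limma, adjusted *P* = 0.997; exact permutation test, *P* = 0.429), and 2 of the 3 infected arrays lay above all 4 controls. Leaving out each array in turn gave differences between 0.37 and 1.84. The lowest of these 7 arrays were *T*. *cati* 2 (-4.86), control 2 (-5.25) and control 4 (-5.91), which are among the arrays that carried cerebellum markers, and the remaining 4 lay between -2.73 and -2.21.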

In the cerebella, a statistically significant increase was detected at day 98 pi in both infection groups (*T*. *canis*: *P* = 0.0039, *T*. *cati*: *P* = 0.0402). Furthermore, the transcription rate of *alox5* and *alox5ap* (encoding for the 5-LOX activating protein FLAP) was significantly elevated as of day 14 pi (with the exception of *alox5* in the cerebra at day 14 pi) in both brain parts of *T*. *canis*-infected mice (*P*≤0.0348). 

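At day 42 pi, *alox5* (probe A_51_P247249) rose from a log2 signal of -3.82 ± 0.35 (SD, n = 4) in controls to -2.57 ± 0.21 (SD, n = 3) in *T*. *canis*-infected mice on the arrays labelled cerebrum, by 1.25 on the log2 scale (standard error 0.21, adjusted *P* = 0.00745 from limma). In the cerebella by label, it rose from -4.18 ± 0.40 (SD, n = 4) to -2.27 ± 0.53 (SD, n = 3), by 1.90 (standard error 0.29, adjusted *P* = 0.00554 from limma). For *alox5ap* (probe A_51_P235687) the signal was 0.052 ± 0.14 (SD, n = 3) after infection and -1.27 ± 0.33 (SD, n = 4) in controls on the arrays labelled cerebrum. This increase of 1.32 had a standard error of 0.20 and an adjusted *P* of 0.00447 in limma. The corresponding signals on the arrays labelled cerebellum were 0.32 ± 0.36 (SD, n = 3) and -1.24 ± 0.31 (SD, n = 4), and the increase was 1.57 (standard error 0.21, adjusted *P* = 0.00283 from limma). For both genes and brain parts, all 3 infected arrays exceeded all 4 controls (exact permutation test, *P* = 0.0286 each, the smallest possible), and limma's adjusted *P* stayed at or below 0.0442 when any 1 array was left out. With the slide as a random block, both genes lost their call on the arrays labelled cerebellum (limma, adjusted *P* = 0.240 for *alox5* and 0.140 for *alox5ap*). As the slides of the controls also differ in their markers, this loss cannot be credited to the slide alone.

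**Figure D2:**
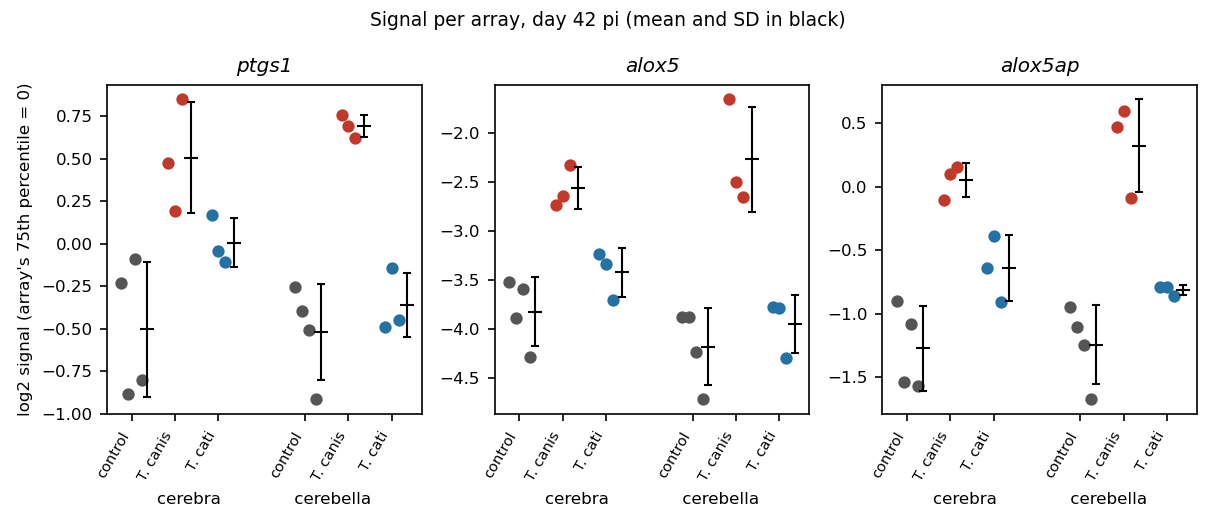
Log2 signal relative to the array's 75th percentile (y axis) of *ptgs1*, *alox5* and *alox5ap* on each array (points), by infection group and brain-part label (x axis); black marks give the mean and SD of each group. The 3 *T*. *canis* arrays of each brain part lie above its 4 control arrays for all 3 genes, and the *T*. *cati* arrays overlap with the controls except for *alox5ap* on the arrays labelled cerebellum.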

In brains of *T*. *cati*-infected mice, *alox5* was significantly elevated at day 28 pi (*P* = 0.0266), while no significant alterations of *alox5ap*-transcription were detected. 

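In *T*. *cati*-infected mice at day 42 pi, the log2 signal of *alox5* was -3.43 ± 0.24 (SD, n = 3) on the arrays labelled cerebrum and -3.95 ± 0.30 (SD, n = 3) on those labelled cerebellum. It exceeded the controls by 0.40 (standard error 0.21, adjusted *P* = 0.767 from limma) and 0.23 (standard error 0.29, adjusted *P* = 0.929 from limma), respectively, with 2 of the 3 infected arrays above all 4 controls in each brain part. The latter difference was -0.07 when limma weighted the arrays by their quality. For *alox5ap*, the signal on the arrays labelled cerebrum was -0.64 ± 0.26 (SD, n = 3), which is 0.63 above the controls (standard error 0.20). This difference did not pass limma's test (adjusted *P* = 0.401, and 0.0553 adjusted over the list alone), and 2 of the 3 infected arrays lay above all controls (exact permutation test, *P* = 0.0857). In the direct comparison of the infections on the arrays labelled cerebrum, *T*. *canis* exceeded *T*. *cati* by 0.86 for *alox5* and by 0.69 for *alox5ap* (limma, adjusted *P* = 0.132 and 0.205, and 0.0391 and 0.0474 adjusted over the list alone).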

The transcription rate of different *alox12*-isoforms was mostly unaffected by NT, with a downregulation in both brain areas of *T*. *canis*-infected mice at days 14 (cerebra *P* = 0.0086; cerebella *P* = 0.0229) and 42 pi (cerebra *P* = 0.0061; cerebella *P* = 0.0398). 

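At day 42 pi, the probe for *alox12* (A_51_P520306) was not well above background on any of the 3 *T*. *canis* and 4 control arrays labelled cerebrum, so that no fold change can be given. Its log2 signal there was -8.65 ± 0.59 (SD, n = 3) after *T*. *canis*-infection and -8.26 ± 0.49 (SD, n = 4) in controls, below the dimmest probe that was well above background on the same array in every case (limma, adjusted *P* = 0.573; exact permutation test, *P* = 0.343). For cerebellum, it was well above background on 1 of 3 *T*. *canis* arrays (*T*. *canis* 1, -6.71) and 1 of 4 control arrays (control 3, -7.66). The signal averaged -8.18 ± 1.27 (SD, n = 3) and -8.26 ± 0.85 (SD, n = 4), a difference of 0.079 (standard error 0.63, adjusted *P* = 0.967 from limma; exact permutation test, *P* = 0.886) that was -0.65 without *T*. *canis* 1. Its sign changed with the processing, from -0.47 after quantile normalization to 1.07 with a floor under dim signals (limma, adjusted *P* = 0.00348), where all undetected arrays take their own floor. A mean over both probes of the gene on the array gave -0.47 for the arrays labelled cerebrum and -0.14 for those labelled cerebellum.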

In *T*. *cati*-infected mice, a significant downregulation occurred at days 14 and 28 pi (*P* = 0.0336 and *P* = 0.0229) in the cerebra and day 42 pi (*P* = 0.0268) in the cerebella. In contrast, the transcription of *alox12e* was elevated in the cerebella of *T*. *canis*-infected mice at days 28, 42 and 98 pi (*P* = 0.0300, *P* = 0.0021 and *P* = 0.0300), and at day 42 pi (*P* = 0.0017) of *T*. *cati*-infected mice. 

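On the *T*. *cati* arrays labelled cerebellum, *alox12* was not well above background on any of the 3 arrays at day 42 pi, and it was so on 1 of 4 control arrays. The log2 signals were -8.96 ± 0.62 (SD, n = 3) after *T*. *cati*-infection and -8.26 ± 0.85 (SD, n = 4) in controls (limma, adjusted *P* = 0.842; exact permutation test, *P* = 0.257). Set against the arrays' own limits of detection, this leaves no fold change that can be stated. Weighting the arrays by their quality in limma gave a difference of -1.33 with an adjusted *P* of 0.00989, while the floor under dim signals gave 0.43 with an adjusted *P* of 0.367.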

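At day 42 pi, *alox12e* (probe A_51_P471659) was well above background on all arrays labelled cerebellum. Its log2 signal was -4.68 ± 0.32 (SD, n = 3) in *T*. *canis*-infected and -5.60 ± 0.25 (SD, n = 3) in *T*. *cati*-infected mice, against -6.14 ± 1.26 (SD, n = 4) in controls. *T*. *canis* exceeded the controls by 1.46 (standard error 0.57, adjusted *P* = 0.180 from limma, and 0.0609 adjusted over the list alone), with 2 of 3 arrays above all 4 controls (exact permutation test, *P* = 0.171). For *T*. *cati* the difference was 0.54 (standard error 0.57, adjusted *P* = 0.885 from limma; exact permutation test, *P* = 0.457), and it was -0.35 when limma weighted the arrays by their quality. The control arrays were far apart, with -4.95 on control 1, -7.16 on control 2, -5.16 on control 3 and -7.30 on control 4. Control 1 and control 3 carried forebrain markers. With the difference between the forebrain and cerebellum lists as a further term in limma, which was chosen after seeing the data, the *T*. *canis* increase was 1.51 (adjusted *P* = 0.0484), and over both brain parts together it was 1.36 (adjusted *P* = 0.00132). All 3 *T*. *canis* arrays lay above all 3 *T*. *cati* arrays, by 0.92 on average (limma, adjusted *P* = 0.442; exact permutation test, *P* = 0.10, the smallest possible).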

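At day 42 pi, *alox15* (probe A_51_P252565) was well above background on all *T*. *canis* and *T*. *cati* arrays labelled cerebrum, but on only 1 of the 4 control arrays (control 1). The log2 signal was -4.54 ± 0.56 (SD, n = 3) after *T*. *canis*-infection, -5.44 ± 0.77 (SD, n = 3) after *T*. *cati*-infection and -7.66 ± 0.59 (SD, n = 4) in controls. With these dim controls, the size of an increase depends on how background is treated. In limma, *T*. *canis* exceeded the controls by 3.11 (standard error 0.44, adjusted *P* = 0.00333). For *T*. *cati*, the increase was 2.22 (standard error 0.44), with an adjusted *P* of 0.182 over all probes tested and of 0.00645 adjusted over the list alone in limma. All 3 arrays of each infection lay above all 4 controls (exact permutation test, *P* = 0.0286 for each, the smallest possible). Leaving out each array in turn gave increases between 2.79 and 3.36 for *T*. *canis* and between 1.81 and 2.56 for *T*. *cati*. With a floor under dim signals, the increases were 2.89 (*T*. *canis*) and 1.99 (*T*. *cati*). After normexp background correction, they were 1.24 (limma, adjusted *P* = 0.0598) and 1.26 (limma, adjusted *P* = 0.241). Between the infections, *T*. *canis* lay 0.89 above *T*. *cati*, a difference within the spread (limma, adjusted *P* = 0.562; exact permutation test, *P* = 0.30).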

The transcription of *alox15* was significantly upregulated at days 28 pi and 42 pi in cerebra of *T*. *canis* (*P* = 0.0037; *P* = 0.0037) as well as *T*. *cati*-infected mice (*P* = 0.0239; *P* = 0.0464). In the cerebella, *T*. *canis*-infection resulted in a significant upregulation of *alox15* at days 14, 28 and 98 pi (*P* = 0.0191, *P* = 0.0252 and *P* = 0.0006), while *T*. *cati*-infected mice only showed an upregulation on days 28 and 98 pi (*P* = 0.0068, *P* = 0.0251).

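On the arrays labelled cerebellum at day 42 pi, the log2 signal of *alox15* was -3.84 ± 0.94 (SD, n = 3) in *T*. *canis*-infected mice and -7.10 ± 0.51 (SD, n = 4) in controls, an increase of 3.26 (standard error 0.66, adjusted *P* = 0.0207 from limma). All 3 arrays exceeded all 4 controls (exact permutation test, *P* = 0.0286). Single arrays decided this call: the increase stayed between 2.76 and 3.69, but limma's adjusted *P* was 0.0676 without *T*. *canis* 1 or *T*. *canis* 2, 0.0575 without control 1 and 0.0587 without control 3. It was 0.483 with the slide as a random block and 0.0738 with array weights. In *T*. *cati*-infected mice the signal was -7.27 ± 1.47 (SD, n = 3), and the probe was well above background on 2 of the 3 arrays. The difference from the controls was -0.18 (standard error 0.66, adjusted *P* = 0.981 from limma; exact permutation test, *P* = 0.914), and it was 0.62 without *T*. *cati* 3. *T*. *canis* exceeded *T*. *cati* by 3.44 on these arrays (limma, adjusted *P* = 0.0293). The *T*. *cati* effect was 2.40 larger on the arrays labelled cerebrum than on those labelled cerebellum (standard error 0.84), a size that rests on 3 cerebrum controls not well above background and that did not pass limma's interaction test (adjusted *P* = 0.118 from limma when adjusted over the list alone).

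**Figure D3:**
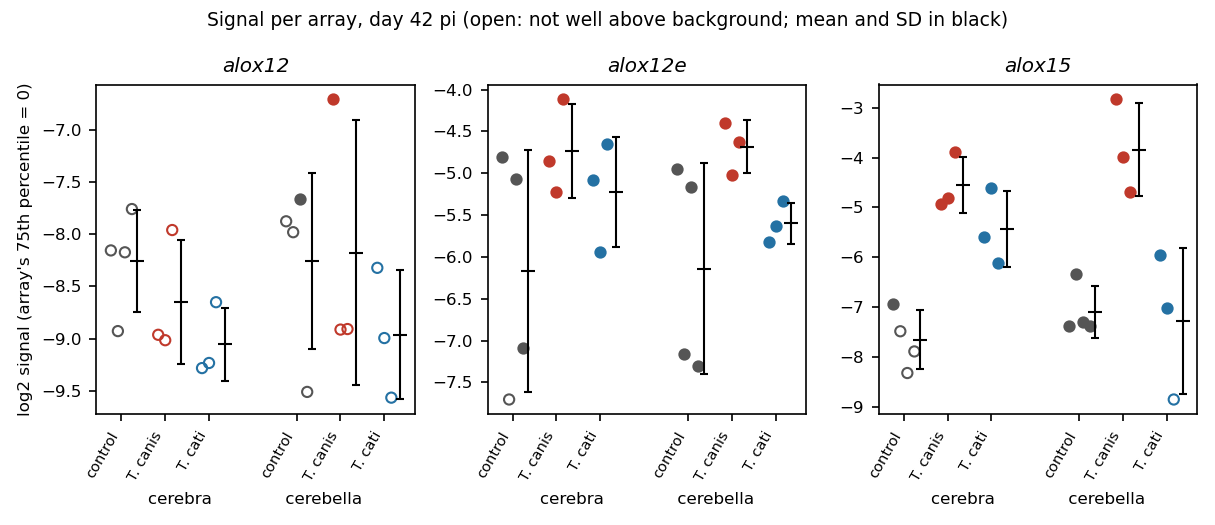
Log2 signal relative to the array's 75th percentile (y axis) of *alox12*, *alox12e* and *alox15* on each array (points; open where the probe was not well above background), by infection group and brain-part label (x axis), with the mean and SD of each group in black. Nearly all points of *alox12* are open, the control points of *alox12e* lie in a higher and a lower pair, and the *T*. *canis* points of *alox15* lie above the controls in both brain parts.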

**Fig 6:**
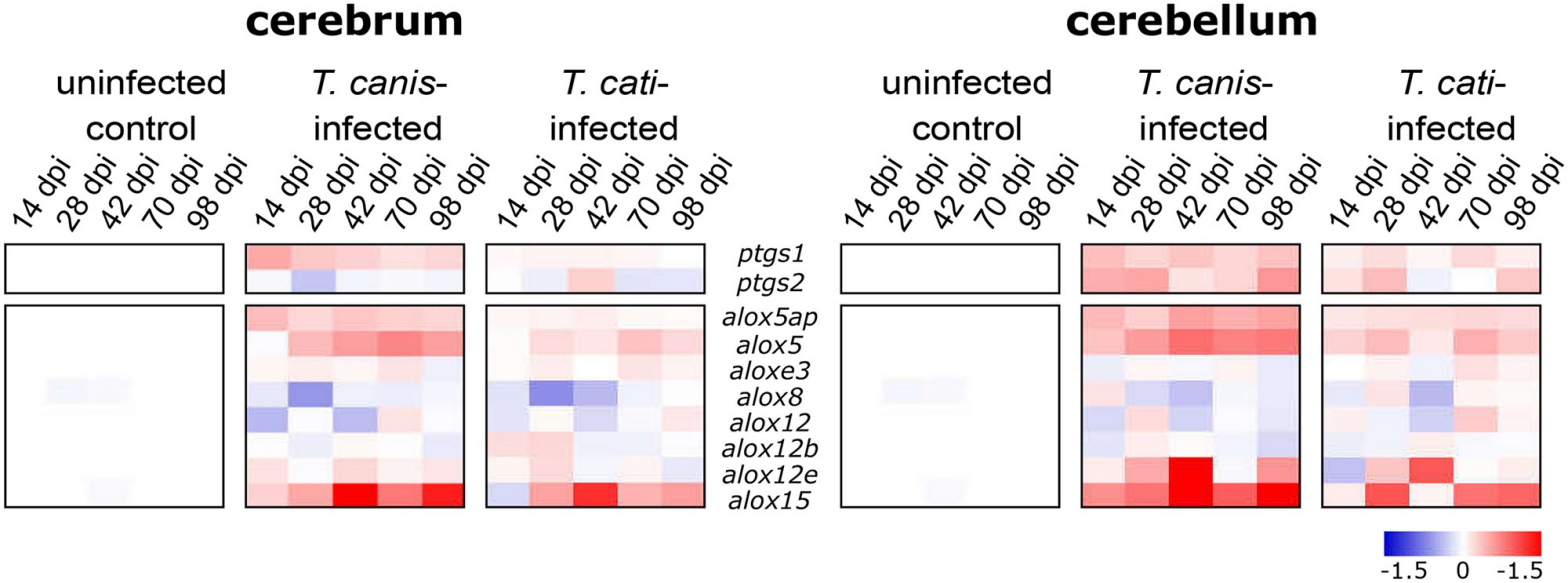
Transcriptional alterations (in fold-changes) of different *ptgs*- (encoding for COX enzymes) and *alox*- (encoding for LOX enzymes) genes during *T*. *canis*- as well as *T*. *cati*-induced NT compared to uninfected mice. Data for day 42 pi have been deposited at the Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information (NCBI) under the accession number GSE66094 [31].

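Of the 10 genes of the methods, 4 passed limma's threshold in *T*. *canis*-infected mice at day 42 pi in each brain part (*ptgs1*, *alox5*, *alox5ap* and *alox15*), and 0 in *T*. *cati*-infected mice. At an unadjusted limma *P* below 0.05, 3 genes differed on the *T*. *cati* arrays labelled cerebrum and 0 on those labelled cerebellum, and adjusted over the list alone the counts were 1 and 0. In *T*. *cati*-infected mice, *ptgs1* exceeded the controls by 0.51 on the arrays labelled cerebrum (standard error 0.23, adjusted *P* = 0.682 from limma) and by 0.16 on those labelled cerebellum (standard error 0.17, adjusted *P* = 0.894), where the difference was -0.08 with array weights. For *alox12e* on the arrays labelled cerebrum, the increases of 1.43 (*T*. *canis*) and 0.94 (*T*. *cati*) did not pass limma's test (adjusted *P* = 0.281 and 0.918). Control 1 and control 3 lay at -4.81 and -5.07 there, and control 2 and control 4, which carried cerebellum markers, at -7.70 and -7.08. In the fit over both brain parts with the difference between the forebrain and cerebellum lists as a term, chosen after seeing the data, *alox12e* passed the threshold for *T*. *canis* but not for *T*. *cati* (limma, adjusted *P* = 0.127). The probe for *alox8* was not well above background on any of the 20 arrays, nor was that for *alox12* on any *T*. *cati* array labelled cerebrum. For *aloxe3* and *alox12b*, the differences from the controls lay between -0.041 and 0.57 over both infections and brain parts, and the lowest adjusted *P* from limma was 0.314. Several of these differences changed their sign with the setting, for example *alox12b* on the *T*. *cati* arrays labelled cerebellum, which was 0.11 and fell to -1.35 with array weights (limma, adjusted *P* = 0.00726, and between 0.00726 and 1 over its alternatives).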

## Discussion

The central nervous system exhibits inflammatory reactions in response to injury, infection or disease, comprising the activation of brain microglia, the rapid release of inflammatory mediators and invasion of immune cells, among others [41, 42]. Nevertheless, neuroinvasive larvae of *Toxocara* spp. are able to accumulate and persist in cerebral tissues [43] and even though the infection is characterised by neuroinflammatory hallmarks like hemorrhagic lesions, myelinophages, spheroids and activated microglia [10, 44, 45], larvae are not trapped by inflammatory reactions in cerebral tissues [44, 46]. Knowledge regarding the cerebral immune response during NT is scarce. In the present study, an overall shift to an anti-inflammatory oxylipin pattern during NT was found. In general, this trend was observed for *T*. *canis*- and *T*. *cati*-infected mice, even though minor differences, especially for pro-inflammatory regulatory lipids, between *T*. *canis*- and *T*. *cati*-induced NT were noted.

COX-derived prostaglandins are potent immunomodulatory mediators, triggering the expression of inflammatory enzymes [47–50], chemokines and cytokines [51]. It is commonly believed that *ptgs1* (encoding for the enzyme COX-1) is expressed constitutively under homeostatic conditions, whereas the expression of *ptgs2* (encoding for the enzyme COX-2) is induced in response to inflammatory stimuli [20]. However, recent data suggest that *ptgs1* is a major player in neuroinflammatory processes, while *ptgs2* activity mediates neurotoxicity or neuroprotection [52]. This hypothesis is supported by the transcriptomic analysis in the present study, which revealed significantly increased levels of *ptgs1*-transcription in both brain areas of *T*. *canis*-infected mice and at three time points in the cerebellum of *T*. *cati*-infected mice, whereas *ptgs2*-transcription remained largely unaffected. Nevertheless, elevated transcription rates of *ptgs1* did not result in elevated concentrations of the corresponding oxylipins, which were only moderately altered. 

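At day 42 pi, *ptgs1* was 1.05 higher in *T*. *canis*- than in *T*. *cati*-infected mice on the arrays labelled cerebellum (standard error 0.18, adjusted *P* = 0.0146 from limma; 0.0742 with the least favourable single array left out) and 0.50 higher on those labelled cerebrum (standard error 0.25, adjusted *P* = 0.528). For *ptgs2*, the differences from the controls were 0.60 (standard error 1.01) on the *T*. *canis* arrays labelled cerebrum, -0.15 (standard error 0.95) on the *T*. *canis* arrays labelled cerebellum and -0.24 (standard error 0.95) on the *T*. *cati* arrays labelled cerebellum, and limma's adjusted *P* was 0.804 or higher. Each of these 3 differences changed its sign under some of the other settings. The last of them was -2.11 when limma weighted the arrays by their quality (adjusted *P* = 0.00111, and between 0.00111 and 1 over its alternatives), the only setting in which it passed the threshold. On these arrays, *T*. *cati* 1 and *T*. *cati* 3, with cerebellum markers, lay at -5.34 and -5.26. The controls with forebrain markers lay at -2.93 and -3.09 and those with cerebellum markers at -4.61 and -5.24. The weighted difference may therefore reflect the brain part. The signal of *ptgs2* ranged from -5.91 to -2.01 over the 20 arrays. In the fit over both brain parts with the difference between the forebrain and cerebellum lists as a term, chosen after seeing the data, the differences from the controls were 0.050 (*T*. *canis*) and 0.33 (*T*. *cati*), each with a standard error of 0.20 (limma, adjusted *P* = 0.863 and 0.306). The paper takes raised *ptgs1* and largely unaffected *ptgs2* transcription as evidence for the hypothesis, which it draws from other data, that *ptgs1* is a major player in neuroinflammatory processes.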

Similar observations have been made regarding cytokine secretion during NT. In a recent study, concentrations of pro-inflammatory cytokines were also not elevated during *T*. *canis*- and *T*. *cati*-induced NT [40], although a transcriptional upregulation of pro-inflammatory IFN-γ, IL-6 and TNF-α has been shown in brains of *T*. *canis*-infected mice [46, 53].

Metabolites derived by the 5-LOX enzyme (encoded by *alox5*) are considered to have pro-inflammatory properties. The transcription of *alox5ap* leading to FLAP, which is necessary to initiate the activation of 5-LOX, was increased throughout the study period in cerebra and cerebella of *T*. *canis*- as well as in cerebella of *T*. *cati*-infected animals. 

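On the *T*. *cati* arrays labelled cerebellum, the log2 signal of *alox5ap* at day 42 pi was -0.81 ± 0.040 (SD, n = 3). The difference of 0.43 from the controls (standard error 0.21) did not pass limma's test (adjusted *P* = 0.568), although all 3 arrays lay above all 4 controls (exact permutation test, *P* = 0.0571). *T*. *canis* exceeded *T*. *cati* by 1.14 (standard error 0.23, adjusted *P* = 0.0251 from limma), a call that was lost in 5 of the 6 fits that left out 1 array. In a fit over both brain parts with the difference between the forebrain and cerebellum lists as a term, chosen after seeing the data, the *T*. *cati* increase was 0.53 (limma, adjusted *P* = 0.0286).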

*Alox5* transcription was also elevated at these time points in *T*. *canis*-, but not in *T*. *cati*-infected animals. An important 5-LOX-derived regulatory lipid is LTB_4_, which activates and recruits neutrophils during inflammatory processes [54, 55] and in interaction with pro-inflammatory cytokines, LTB_4_ induces the activation of NF-κB, a key regulator of neuroinflammation [56–58]. During the course of *T*. *canis*- as well as *T*. *cati*-induced NT, LTB_4_ levels in the cerebellum were mainly unaffected, while significantly increased levels were detected in the cerebrum during the subacute phase and the beginning of the chronic phase of infection. Recruited neutrophils were, besides eosinophils, shown to be present in perivascular lymphocytic cuffs of *T*. *canis*- and *T*. *cati*-infected mice brains. However, neutrophil infiltration may play only a subordinate role in the pathogenesis of NT as the pathological picture is dominated by eosinophilic meningitis, microglia activation and neurodegeneration, the latter especially in *T*. *canis*-infected mice [45].

The murine *alox15* gene encodes for an enzyme that besides 15-lipoxygenation further acts as a 12-lipoxygenating enzyme, converting PUFAs to products also formed by 12-LOX [13] thus it is also referred to as 12/15-LOX. In the present study, *alox12*-transcription only showed minor alterations in both infection groups, whereas *alox15*-transcription was significantly upregulated at several time points pi. The highly increased levels of 12/15-LOX-metabolites at days 14, 28 and 42 pi are thus most likely due to elevated *alox15*-transcription rates. Most 12/15-LOX-metabolites exhibit anti-inflammatory properties. HETEs and HODEs are activators of the peroxisomal proliferator-activating receptor-γ (PPARγ), which plays an important role in the regulation of cell development and homeostasis [59]. Under neuroinflammatory conditions, 12/15-LOX-metabolites mediate effects of anti-inflammatory IL-4 on NF-κB trans-activation in glial cells and protect oligodendrocyte progenitors [60]. In case of NT, these anti-inflammatory and neuroprotective mechanisms may facilitate the persistence of *Toxocara* spp.-larvae in the brain and the survival of the paratenic host.

Multiple enzymatic conversions of PUFAs result in formation of specialised pro-resolving mediators (SPMs), including specific lipoxins, resolvins and protectins [51, 61, 62]. Besides their anti-inflammatory properties, SPMs promote the resolution of inflammation by blocking neutrophil recruitment and mediating phagocytosis and lymphatic clearance of apoptotic neutrophils [51]. Arachidonic acid-derived lipoxins, with LxA_4_ and LxB_4_ as the most prominent metabolites, are involved in the regulation of leukocyte trafficking [61, 63, 64]. Interestingly, even though LxA_4_ is involved in pro-resolving processes, LxA_4_ was not detected in any of the study cohorts. In contrast, LxA_4_ seems to play an important role during cerebral toxoplasmosis, with high levels of lipoxins suppressing the activation of dendritic cells and the secretion of IL-12 [65]. Furthermore, anti-inflammatory and pro-resolving functions are also partially mediated by resolvins, which can be separated in the EPA-derived E-series (RvEs) and the DHA-derived D-series (RvDs) [66, 67]. In the present study, neither RvEs nor RvD1 were present in detectable quantities in any of the study groups. However, the DHA-derived NPD1, a major bioactive effector in both anti-inflammation and neuroprotection [68, 69] was successfully detected in the brains of the *Toxocara*-infected groups, but not in the uninfected control group. In the *T*. *canis*- and *T*. *cati*-infected mice, NPD1 occurred primarily in the subacute phase of infection between day 14 and 42 pi. In the brain, NPD1 has far-ranging properties regarding neural cell survival, protection of cerebral tissues and inhibition of leukocyte infiltration as well as interleukin 1-β-induced NF-κB activation [68, 70]. According to Ariel et al. [71], NPD1 is produced by T-helper type 2-skewed peripheral blood mononuclear cells (Th2 PBMCs) in dependence of human ALOX-15 activity, but not in Th1 PBMCs. The “type 2” polarisation of CD4+ T-helper cells, as part of the adaptive immune response, is commonly induced by parasitic helminths [72, 73]. Del Prete et al. [74] demonstrated a stable Th2-like cytokine secretion of human CD4+ T cells derived from the peripheral blood (PB), stimulated with *T*. *canis* excretory/secretory (TES) antigen. Similarly to NPD1, 5,15-DiHETE and 8,15-DiHETE were detected in *Toxocara*-infected, but not in control mice. Both metabolites are secreted in large quantities from eosinophils, and eosinophilic meningitis is one of the most prominent pathologic features of NT in mice as well as in humans [6, 45].

The metabolites 9-HODE and 13-HODE as well as the ratio of both metabolites are proposed biomarkers for various chronic diseases and the immunological status of an active infection [27, 28]. The low 13-/9-HODE ratio in the acute phase of influenza-infected C57BL/6 mice implied a pro-inflammatory state of the immune response, which was shifted to an anti-inflammatory, pro-resolution state at later time points of the infection, indicated by a higher 13-/9-HODE ratio [28, 75]. This was also illustrated in the Lyme arthritis model of *B*. *burgdorferi*-infected C3H/HeJ and DBA/2J mice, with an elevated 13-/9-HODE ratio in the resistant mouse strain (DBA), compared to the susceptible strain (C3H) [29, 75]. In the present study, the 13-/9-HODE ratio in *Toxocara*-infected mice was clearly shifted towards an anti-inflammatory immune response in comparison to uninfected mice, particularly in the subacute phase of infection between days 14 and 42 pi. Thus, the ratio of 13-/9-HODE reflects the aforementioned trend of minor changes in the biosynthetic pathway of mostly pro-inflammatory prostaglandins (COX-pathway) in concert with a significant increase of potentially anti-inflammatory metabolites of the 12/15-LOX -pathway, observed for both infection groups and brain regions.

In general, *T*. *canis* is regarded as the main causative agent of toxocarosis while the cat roundworm *T*. *cati* is probably underestimated as a zoonotic pathogen [76]. In mice, *T*. *cati*-induced NT is characterised by a less severe pathogenesis in terms of clinical symptoms, histopathological alterations and behavioural changes compared to *T*. *canis*-infections [10, 11, 76]. Furthermore, *T*. *canis*-larvae exhibit higher neuroaffinity than *T*. *cati*-larvae and mainly accumulate in the cerebrum, whereas *T*. *cati* prefers the cerebellum but mainly accumulates in muscle tissue [10]. This species-specific tropism is partly reflected by alterations of the oxylipin pattern, as significant elevations of pro-inflammatory COX- and 5-LOX-metabolites were detected in the cerebellum rather than the cerebrum of *T*. *cati*-infected mice. Nevertheless, in essence, alterations in the cerebral oxylipin patterns during *T*. *canis*- and *T*. *cati*-induced NT were comparable. It remains unknown if the shift towards an anti-inflammatory oxylipin pattern is an immunogenic reaction of the host in response to neuroinvasive larvae to prevent excessive tissue damages or a parasite-induced immunomodulatory effect to evade the host’s immune regulation, facilitating persistence in cerebral tissues. Many parasitic helminths are known to manipulate the hosts’ immune response by secreting immunomodulatory components evoking for example the induction of a modified Th2 response [77] and the reduction of pro-inflammatory cytokines [78].

In conclusion, the present study revealed only minor changes in pro-inflammatory metabolites of the COX-pathway in *T*. *canis*- and *T*. *cati*-infected cerebra and cerebella. Generally, it should be kept in mind that NT is characterised by focally distributed lesions whereas entire cerebra and cerebella were processed for the current analysis. Thus, healthy brain tissue was overrepresented compared to damaged tissue, which may have masked local effects. Nevertheless, a statistically significant increase of metabolites of different LOX-pathways was demonstrated for both infection groups. Neuroprotective NPD1 was detected in *T*. *canis*- and *T*. *cati*-infected mice, especially in the subacute and at the beginning of the chronic phase of infection, but not in uninfected mice. Other anti-inflammatory and pro-resolving SPMs were not detected (LxA_4_, RvD1, RvEs). The ratio of 13-HODE to 9-HODE revealed a similar anti-inflammatory immune response in the cerebrum and cerebellum of each infection group. Even though *T*. *canis* infection resulted in more pronounced alterations in the pattern of lipid mediators, *T*. *canis*- and *T*. *cati*-induced NT were comparable in terms of alterations of cerebral oxylipins over the course of infection.

## Supporting information

S1 Table Brain composition of bioactive lipid metabolites summed by metabolic pathways. S1 Table shows the proportion of analysed metabolites of different PUFAs in the cerebrum and the cerebellum, summarised by their major formation pathway, i.e. COX, LOXs, and CYP 450 pathways and non-enzymatic formation. Concentrations as mean ± SD in [fmol/mg] and *P*-values regarding the comparison of uninfected control mice and *T*. *canis*- and *T*. *cati*-infected mice (n = 5) are provided.
(XLSX) Click here for additional data file.

S2 Table Bioactive lipid mediators in the cerebrum of *T*. *canis*-, *T*. *cati*- and uninfected control mice. S2 Table shows the concentration of analysed oxylipins as mean ± SD in [fmol/mg] in the cerebrum of uninfected control mice and *T*. *canis*- and *T*. *cati*-infected mice (n = 5). *P*-values of conducted t-test or Mann-Whitney U test between infected and uninfected animals are provided.
(XLSX) Click here for additional data file.

S3 Table Bioactive lipid mediators in the cerebellum of *T*. *canis*-, *T*. *cati*- and uninfected control mice. S3 Table shows the concentration of analysed oxylipins as mean ± SD in [fmol/mg] in the cerebellum of uninfected control mice and *T*. *canis*- and *T*. *cati*-infected mice (n = 5). *P*-values of conducted t-test or Mann-Whitney U test between infected and uninfected animals are provided.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

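RNA of single cerebra and cerebella of uninfected and infected mice at day 42 pi was measured on 20 one-colour arrays (Agilent 4x44k Mouse V2), with 3 arrays of *T*. *canis*-infected, 3 arrays of *T*. *cati*-infected and 4 arrays of uninfected control mice per brain part. Other time points and the oxylipin measurements were not analysed here. All 20 arrays were kept, under the brain part, infection and replicate number that their sample records give. By the methods, both brain parts were taken from the same mice, but which cerebrum and which cerebellum came from one mouse is not stated in the records. Fits over both brain parts therefore treat the arrays as independent.

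The authors deposited the scanner output of each array, in which Feature Extraction had subtracted the background from the spot intensities and corrected them for trends across the array, without normalization between arrays. Also deposited was a table of the authors' processed log2 values, whose normalization the paper's text does not name. In this table the values of each of the 20 arrays ranked most like the median spot signal of the same array, and the values of all arrays followed nearly the same distribution, with medians between 8.27 and 8.30. The table served as an alternative only.

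Each array holds 43020 non-control spots for 39429 probes, and its 1377 control spots were left out. Spots that Feature Extraction had marked as non-uniform or as outliers of their replicates were left out as well, and the log2 processed signals of a probe's remaining spots were averaged. The 75th percentile of the array's non-control probes was then subtracted. A probe counted as well above background on an array when at least 50% of its spots carried that mark of Feature Extraction. This held for 76.0% to 85.7% of the probes per array, and the number of arrays, not a count of reads, limits the precision. A probe was tested when it was well above background on every array of at least 1 group in the fit, and the 10 probes of the methods were always tested. A value was missing on at least 1 array for 297 probes. Gene symbols were assigned to 27234 probes of 20659 genes through RefSeq accessions in a gene table of a later mouse assembly than that of the array design, from which no positions were taken.

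Differences between groups were tested with limma 3.58.1 in R 4.3.3, with 1 fit per brain part over its arrays of all groups and Benjamini-Hochberg adjustment over the probes tested (30882 for arrays labelled cerebrum, 31538 for arrays labelled cerebellum and 31721 where all arrays shared a fit). The threshold was an adjusted *P* of 0.05. Compared were each infection with the controls, *T*. *canis* with *T*. *cati*, and the effect of each infection between the brain parts as an interaction term. For the 10 genes of the methods, exact permutation tests that take the arrays as independent were added, and the *P* values were also adjusted over the list alone. The methods' unpaired t-test was used as an alternative and where its *P* values are set against those of the paper. Before the gene lists were tested, 1 probe per gene was chosen by its mean signal. The lists were 21 sets of genes for cell types, pathways and the 2 brain parts, written from general knowledge, tested with limma's camera (correlation between genes 0.01) and adjusted over all lists and the 4 comparisons with controls, with fry as the second test. The forebrain and cerebellum lists, of 12 genes each, also served to check the brain-part labels. Of the 270 genes in these lists and in 2 lists of sex-linked genes, 264 had a probe.

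The sample groups, comparisons, gene lists, the rule for naming genes, the alternatives, apart from 2 stated below, and the tests, apart from those that the closing section names as chosen later, were fixed before the data were examined. Under that rule, the 10 genes of the methods, other genes that the paper's text names and, per comparison with controls, the 3 genes that rose and the 3 genes that fell most are named. The last kind had to pass the threshold, to be well above background on every array of both groups and to lie beyond every control array on each infected array. A sample was called far from its group by Dixon's ratio in groups of 4 arrays, over 20 such groups.

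The alternatives were normexp background correction (offset 50), quantile normalization, the authors' processed values, no filter or a stricter filter on dim probes, a floor under dim signals at the lowest probe well above background on the array, outlier spots kept, the slide as a random block, only the 7 arrays compared or all 20 arrays in a fit, the replicate number as a block, array weights, leaving out the 2 male controls, leaving out each array in turn, the methods' t-test, the mean over all probes of a gene, the paper's formula for fold changes, and fry. Normexp was run on median spot signals, since mean spot signals were not among the deposited columns. Chosen after seeing the data were 2 alternatives. The first adds to each fit a region-marker term, the array's mean over the forebrain list minus its mean over the cerebellum list. The second fits all 20 arrays by infection alone with that term. As a test of the slide, also chosen after seeing the data, the difference between the infections was fitted over all 20 arrays with the slide and that term. In addition, the arrays whose markers go against their brain-part label were once regrouped by those markers in an exploratory calculation on the 10 probes of the methods. Such a grouping by measured values was outside the planned design, so its results were discarded and are not reported.

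Whether replicate numbers pair the arrays of different groups was checked by correlating arrays of the same number after the group means had been removed. For cerebrum, the correlations of the 9 pairs lay between 0.61 and 0.85, so the replicate number as a block is given beside those counts, with 4674 probes for *T*. *canis* and 0 for *T*. *cati* against controls. The replicate 2 arrays of all 3 groups labelled cerebrum carry cerebellum markers, which enters these correlations. For cerebellum, the correlations lay between -0.76 and 0.64, and only 3 of 9 were above 0.1. Pearson correlations between arrays of a group were 0.964 to 0.998.

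The procedure was tested on simulated data with the same group sizes, in which 200 probes were given a log2 change of 2. In the 4 comparisons with controls, 78.5% to 87% of these probes were recovered, and 4.17% to 5.33% of the calls were false. A list built from genes given a smaller change was found in each comparison, and 0 of 20 random lists were. The noise of each probe was drawn on its own, without correlation between genes or, in these comparisons, a mixture of brain parts. The simulation therefore does not test the procedure, camera in particular, under either. In the real data, the other divisions of the arrays gave a median of 6 to 8 of 21 lists called. Values were read and drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and array weights and blocks used statmod 1.5.0.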

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

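Among the tests in this part, those of the scan day and of the slide as a term, for counts and for single genes, and the fits with a region-marker term were chosen only after the results had been seen. Apart from the first paragraph, the results concern all probes tested and gene lists, and nearly all of these lie outside the 10 genes that the paper analyses.

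On the control arrays labelled cerebellum, *alox15* was higher on control 2 (-6.33 on the log2 scale) than on the 3 other arrays (-7.39 to -7.30). The gap to the nearest array was 0.916 of the group's range, above Dixon's limit for 4 arrays. This was 1 of 20 groups examined in this way, and chance alone gives about 1 in 20. Without control 2, the *T*. *cati* difference on these arrays was 0.08 in place of -0.18. No technical or biological explanation was tested for this array.

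Between *T*. *canis*-infected and control mice, 2434 of 30882 probes differed on the arrays labelled cerebrum (limma; 2164 higher and 270 lower) and 2120 of 31538 on those labelled cerebellum (1539 higher and 581 lower). The share of higher probes was 88.9% and 72.6%, but 69.8% and 59.4% after quantile normalization and 70.7% and 59.3% in the authors' processed values. Of 30663 probes tested in both brain parts, 1072 changed in both, all of them in the same direction, where 162.5 would be shared if the changes were independent. Single arrays moved these counts. For cerebrum, 1297 probes differed without *T*. *canis* 1, 1617 without *T*. *canis* 2 and 1011 without *T*. *canis* 3. For cerebellum, 1142 differed without *T*. *canis* 2, 1229 without control 1, 1294 without control 2 and 1175 without control 3. With the replicate number as a block, 4674 probes differed on the arrays labelled cerebrum.

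Of the 35 ways to divide the 7 arrays of each brain part into 3 and 4, only 1, the real one, gave as many probes (at most 2 in the others for arrays labelled cerebrum and 1 for those labelled cerebellum). This share would exclude chance for both counts only if each array of a label came from another mouse. As each label holds arrays with the markers of both brain parts, such as the only 2 male controls, of which control 1 carries forebrain and control 2 cerebellum markers, this is not certain, and chance cannot be excluded by these divisions. For the arrays labelled cerebrum, 8 of them part all pairs of equal replicate number as the real one does, and the others among them gave 0 probes, but 8 are too few to exclude chance. Infected and control arrays were scanned on different days. Between *T*. *canis* and *T*. *cati* arrays labelled cerebellum, which were scanned on the same day, 1403 probes differed, which argues against the scan day as the whole cause of the *T*. *canis* counts. In each brain part, however, the *T*. *canis* and *T*. *cati* arrays share no slide, so that slide and infection cannot be told apart there, and with the slide as a random block 19 probes differed on the arrays labelled cerebellum. That block also takes up differences between brain parts, as the slides of the controls differ in their markers. Only across the brain-part labels do the infections share a slide, with 4 arrays. When limma was fitted to all 20 arrays with the slide and the region-marker term, 946 of 31721 probes differed between the infections, and 0 did so in either of the other divisions of these 4 arrays into 2 and 2. These divisions are too few to exclude chance, and on that slide the infections also differ in the brain part. An effect of the infection and an effect of the slide both stay open.

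Directly compared, *T*. *canis* and *T*. *cati* differed in 291 probes on the arrays labelled cerebrum (275 higher with *T*. *canis* and 16 lower) and in 1403 on those labelled cerebellum (1044 higher and 359 lower). In each brain part only 1 of the 10 divisions of the 6 arrays, the real one, gave as many (at most 0 and 3 in the others), but 10 divisions are too few to exclude chance. For cerebrum, the count fell to 102 without *T*. *canis* 1, 8 without *T*. *canis* 2, 9 without *T*. *canis* 3, 6 without *T*. *cati* 1 and 8 without *T*. *cati* 3, and with the replicate number as a block it was 711. For cerebellum, it was 932 without *T*. *canis* 1, 498 without *T*. *cati* 1 and 444 without *T*. *cati* 3.

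In *T*. *cati*-infected mice, 15 of 30882 probes differed from controls on the arrays labelled cerebrum (limma; 14 higher and 1 lower), and 2314 did so at an unadjusted *P* below 0.05, where 1544.1 are due to chance. By the methods' t-test with Benjamini-Hochberg adjustment and with the replicate number as a block, 0 probes differed. The count fell to 0 without *T*. *cati* 2, *T*. *cati* 3, control 1, control 2 or control 4. It was 5 without *T*. *cati* 1 and 1 without control 3. As many probes were found in 2 of 35 divisions of the arrays, so that chance cannot be excluded. The other of these divisions sets *T*. *cati* 2, control 2 and control 4, which carry cerebellum markers, against the remaining arrays and gave 9334 probes. Among the 8 divisions that part all pairs of equal replicate number, the real one alone gave any. For the arrays labelled cerebellum, limma found 0 probes (3114 at an unadjusted *P* below 0.05, where 1576.9 are due to chance, and 3718 by the methods' t-test without adjustment, but 0 with it). All 35 of 35 divisions gave at least as many, which a count of 0 makes certain and which therefore says nothing about chance, and the highest count was 6028 for *T*. *cati* 2, control 1 and control 3, which carry forebrain markers, against the rest, and without *T*. *cati* 2 the count was 37. Of the infected arrays, 0 were scanned on the controls' day, so that for *T*. *cati* the scan day and the infection cannot be told apart.

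The genes that rose most with *T*. *canis* on the arrays labelled cerebrum, by the rule given with the processing, were *Itgax* (log2 change 7.54, adjusted *P* = 0.000784 from limma), *Ccl8* (7.43, adjusted *P* = 0.000957) and *Chil3* (7.39, adjusted *P* = 0.00197). Those that fell most were *Gp9* (-1.74, adjusted *P* = 0.0338), *Gkn3* (-1.25, adjusted *P* = 0.00656) and *Saysd1* (-1.08, adjusted *P* = 0.00274). For cerebellum, *Chil3* (8.33, adjusted *P* = 0.000458), *Itgax* (6.74, adjusted *P* = 0.000318) and *Cst7* (6.69, adjusted *P* = 0.000823) rose most, and *Crip3* (-2.11, adjusted *P* = 0.0059), *Saysd1* (-1.93, adjusted *P* = 0.00219) and *Gkn3* (-1.85, adjusted *P* = 0.000791) fell most. With *T*. *cati*, on the arrays labelled cerebrum, *Depp1* (2.26, adjusted *P* = 0.0319), *Ccl5* (1.92, adjusted *P* = 0.036) and *Ceacam2* (1.15, adjusted *P* = 0.046) rose most, and no gene that fell met the rule. On all 3 infected arrays each gene lay beyond all 4 controls, which the rule demands. No gene changed its direction under the other settings. The rising genes of *T*. *canis* passed the threshold in all of them, with an adjusted *P* of at most 0.0428. *Gp9* passed it in 14 of 24 settings, *Depp1* in 9 of 24, *Ccl5* in 6 of 24 and *Ceacam2* in 4 of 24. With the slide as a random block, which is 1 of these settings, the rising genes of *T*. *canis* kept their call, as did *Gkn3* and *Saysd1* on the arrays labelled cerebrum. *Gp9*, the 3 falling genes on the arrays labelled cerebellum and the 3 genes of *T*. *cati* lost theirs. Between *T*. *canis* and *T*. *cati* arrays, which share the scan day, *Itgax* (4.52 and 4.90, cerebrum and cerebellum by label), *Chil3* (7.02 and 7.54) and, for cerebellum, *Cst7* (3.88) differed with an adjusted *P* of at most 0.0249 in limma, which argues against the scan day as the whole cause of their rise. With the slide and the region-marker term in the fit over all 20 arrays, these 3 genes differed between the infections with an adjusted *P* of at most 0.00519 in limma. With the brain-part label in place of that term, it was 0.0965 for *Cst7*. Only 1 slide holds both infections, and on it they also differ in the brain part. The fit therefore argues against the slide as the whole cause only if the region-marker term removes the difference between brain parts. For *Ccl8*, the adjusted *P* was 0.168 between the infections on the arrays labelled cerebrum and 0.114 with the slide and that term, so that both explanations stay open for it. Of the falling genes, *Saysd1* in both brain parts and *Crip3* and *Gkn3* on the arrays labelled cerebellum also differed between the infections (adjusted *P* of at most 0.0362), while *Gp9* and *Gkn3* on those labelled cerebrum did not (adjusted *P* = 0.336 and 0.401). For the 3 genes of *T*. *cati*, scan day and infection cannot be told apart.

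Of the 21 gene lists, camera called 14 in *T*. *canis*-infected and 13 in *T*. *cati*-infected mice on the arrays labelled cerebrum, and 12 and 7 on those labelled cerebellum. Of these, 12, 5, 12 and 0 were also called by fry. With the replicate number as a block, camera called 17 and 14 lists on the arrays labelled cerebrum. For *T*. *canis* on these arrays, the lists called by both tests and their median log2 changes were antigen presentation (1.64), alternative activation and type 2 (3.45), activated astrocyte (2.56), microglia (1.61), infiltrating monocyte and macrophage (2.12), leukotriene synthesis and receptors (1.02), B and plasma cell (0.95), COX pathway downstream of ptgs (0.66), CYP-pathway and epoxide hydrolase (0.44), PPAR target (0.34), eosinophil (1.53) and T cell (0.32). For *T*. *cati* on these arrays they were antigen presentation (0.89), haemoglobin and red cell (-1.51), alternative activation and type 2 (0.95), leukotriene synthesis and receptors (0.48) and T cell (0.32). For *T*. *canis* on the arrays labelled cerebellum, the medians were those of activated astrocyte (2.62), alternative activation and type 2 (2.61), infiltrating monocyte and macrophage (1.94), microglia (1.22), antigen presentation (1.37), interferon response (0.69), PPAR target (0.89), eosinophil (2.76), B and plasma cell (0.89), leukotriene synthesis and receptors (0.79), COX pathway downstream of ptgs (0.60) and neutrophil (1.60). In these lists the median, the mean and both tests had the same direction, and the sign of the median was the same in every other setting that was run for them.

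In all 17 or 18 other settings that were run for them within a brain part, camera called each of these lists. The slide as a random block and the other filters on dim probes were not run for the lists, so an effect of the slide on them was not tested. In the fit over both brain parts with the region-marker term, it did not call neutrophil for *T*. *canis* (median 0.053, adjusted *P* = 0.497) or leukotriene synthesis and receptors for *T*. *cati* (median 0.40, adjusted *P* = 0.0574). On the arrays labelled cerebrum, the neutrophil list went the other way. Its median was -0.69 with *T*. *canis* (camera adjusted *P* = 0.327) and -1.45 with *T*. *cati* (camera adjusted *P* = 0.0207, fry adjusted *P* = 0.535). The counts were set against other divisions of the arrays with adjustment over the 21 lists of the comparison alone. For *T*. *canis* on the arrays labelled cerebrum, 16 lists were called and only 1 of 35 divisions, the real one, gave as many, but chance cannot be excluded by this share for the reason given with the probes. In 3 of the other divisions 15 lists were called, and 1 of these parts all pairs of equal replicate number as the real one does. For *T*. *cati* on these arrays, 13 lists were called and 5 of 35 divisions gave as many. For cerebellum, 12 lists were called for *T*. *canis*, with as many in 10 of 35 divisions, and 6 for *T*. *cati*, with as many in 22 of 35. For these 3 counts chance cannot be excluded. Many genes of the lists named after a cell type were also well above background on all control arrays, with 9 of 10 genes for activated astrocytes, 11 of 13 for monocytes and macrophages, 6 of 7 for B and plasma cells, 7 of 9 for neutrophils and 6 of 12 for T cells, so that more cells of a type and a change within resident cells are both open. As with the probes, the scan day of the *T*. *cati* arrays stays open.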

How the results depend on the processing

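The fits with a region-marker term, within each brain part or over both, were chosen after seeing the data; the other alternatives were planned. Counts of changed probes are those of limma against the controls, and the counts to compare are 2434 (*T*. *canis*) and 15 (*T*. *cati*) on the arrays labelled cerebrum and 2120 and 0 on those labelled cerebellum, 291 and 1403 for *T*. *canis* against *T*. *cati*, and 0 for each interaction of infection and brain part. Of the 10 genes of the methods, 4, 0, 4 and 0 changed. For alternatives not named at a result, the count stayed within 1.5 times these values.

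Array weights gave 4387 probes for *T*. *canis* and 6 for *T*. *cati* on the arrays labelled cerebrum, 6408 and 19449 on those labelled cerebellum, 5038 and 6170 between the infections and 7276 for the *T*. *cati* interaction, and 5 genes of the methods changed in *T*. *cati* cerebella. The counts for *T*. *cati* cerebella may reflect a difference between brain parts. There, the most alike controls carried forebrain markers, and the most alike *T*. *cati* arrays cerebellum markers. The fit over both brain parts with the region-marker term gave 12588 probes for *T*. *canis*, 2663 for *T*. *cati* and 7152 between them, with 1 gene of the methods changed for *T*. *cati*. With that term within each brain part, 6595 (*T*. *canis*) and 191 (*T*. *cati*) probes changed on the arrays labelled cerebrum and 5554 (*T*. *canis*) on those labelled cerebellum, with 1676 and 5028 between the infections. When all 20 arrays shared 1 fit, the counts were 32 (*T*. *cati*, cerebrum), 3735 (*T*. *canis*, cerebellum) and 90 (*T*. *cati*, cerebellum). With only the 7 arrays compared, they were 1617 (*T*. *canis*) and 0 (*T*. *cati*) for cerebrum and 1287 (*T*. *canis*) for cerebellum. Fewer arrays enter that estimate of the spread. The replicate number as a block gave 4674, 0 and 711 (*T*. *canis*, *T*. *cati* and their difference) for cerebrum and 864 and 569 (*T*. *canis* and the difference) for cerebellum. With the slide as a random block, 1219, 0 and 9 probes changed for cerebrum and 165 and 19 for cerebellum, and 0 genes of the methods changed in *T*. *canis* cerebella. The slides of the controls also part the forebrain from the cerebellum markers, so these losses do not separate the slide from the brain part.

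After normexp background correction, 706 (*T*. *canis*) and 0 (*T*. *cati*) probes changed on the arrays labelled cerebrum, 89 differed between the infections there, and 2 genes of the methods changed with *T*. *canis*. This correction moved the median over all probes of the *T*. *cati* arrays labelled cerebrum to 0.158, from 0.021, so that their values lie on a shifted scale. For the same arrays, the 15 probes became 0 without a filter on dim probes, 0 with a stricter filter, 0 after quantile normalization and 1 in the authors' processed values. Without the 2 male controls, 1367 (*T*. *canis*) and 0 (*T*. *cati*) probes changed and 126 differed between the infections. The methods' t-test with Benjamini-Hochberg adjustment gave 1082 and 0 probes for cerebrum and 780 for *T*. *canis* cerebella, with 2 and 1 genes of the methods changed with *T*. *canis*. Unadjusted, it gave 6291, 1868, 6059 and 3718 probes, and 2 genes of the methods in *T*. *cati* cerebra. Adjusted over the list alone, 1 gene of the methods changed in *T*. *cati* cerebra, where fewer genes were tested. Apart from the numbers of genes and arrays, the cause of these changes was not tested.

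With each array left out in turn, the probes changed numbered 1011 to 2627 (*T*. *canis*) and 0 to 5 (*T*. *cati*) on the arrays labelled cerebrum and 1142 to 2526 and 0 to 37 on those labelled cerebellum. Between the infections, 6 to 403 and 444 to 1261 differed, and the interactions stayed at 0. Of the genes of the methods, 3 to 4 changed with *T*. *canis* in each brain part and 0 with *T*. *cati*. The total of 46 gene lists called by camera over the 4 comparisons became 40 to 51 in this way and 32 to 55 under the other alternatives, with 32 under fry.

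For the log2 differences of the 10 genes of the methods in the 4 comparisons, 280 values with 1 array left out and 708 values under other settings were compared with the main ones. Of these, 241 and 630 were counted as keeping their direction and their side of the threshold. Another 8 and 15 no longer passed it, 0 and 12 newly passed it, and 31 and 51 were counted with the other sign. Only 1 of the latter passed the threshold, *alox12b* on the *T*. *cati* arrays labelled cerebellum with array weights (adjusted *P* = 0.00726, range 0.00726 to 1 over its alternatives). The direction of *ptgs1*, *alox5*, *alox5ap*, *alox12e* and *alox15* with *T*. *canis* stayed the same in both brain parts under every setting. The changes of sign fell on differences that did not pass limma's threshold, and their causes were not tested. The counts miss some changes of sign, which are not listed below either. Over all settings, *alox12* (*T*. *canis*, cerebellum) had 10 where 8 were counted. For *ptgs2* (*T*. *canis*, cerebrum) there were 3 where 2 were counted, with a lowest value of -0.058. For *alox12b* there were 4 where 3 were counted (*T*. *cati*, cerebrum), and 8 where 7 were counted in the cerebella of each infection.

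With array weights, the changed values were 0.028 for *aloxe3* (*T*. *cati*, cerebrum), -0.11 for *alox12* and -1.15 for *alox12b* (*T*. *canis*, cerebellum) and -0.081 for *ptgs1*, -0.075 for *alox5*, -1.35 for *alox12b* and -0.35 for *alox12e* (*T*. *cati*, cerebellum). In the fit over both brain parts with the region-marker term, the changed values were 0.0064 for *alox8* (*T*. *canis*, cerebrum), 0.050 for *ptgs2* and -0.17 for *alox12* (*T*. *canis*, cerebellum) and 0.33 for *ptgs2*, -0.011 for *aloxe3*, -0.16 for *alox8* and 1.03 for *alox15* (*T*. *cati*, cerebellum). With the floor under dim signals, the changed values were 0.45 for *alox8* and 0.45 for *alox12* (*T*. *canis*, cerebrum), 0.44 for *alox8* and 0.44 for *alox12* (*T*. *cati*, cerebrum) and 0.43 for *alox12* and 0.34 for *alox15* (*T*. *cati*, cerebellum). After normexp background correction, the changed values were 0.050 for *alox8* and 0.029 for *alox12* (*T*. *canis*, cerebrum), 0.59 for *alox8* and 0.53 for *alox12* (*T*. *cati*, cerebrum), -0.10 for *alox8* and -0.22 for *alox12* (*T*. *canis*, cerebellum) and -0.066 for *alox8* and 0.00088 for *alox15* (*T*. *cati*, cerebellum). After quantile normalization, the changed values were -0.35 for *alox8*, -0.47 for *alox12* and -0.15 for *alox12b* (*T*. *canis*, cerebellum) and -0.012 for *aloxe3*, -0.065 for *alox8* and -0.082 for *alox12b* (*T*. *cati*, cerebellum). With the region-marker term within each brain part, the changed values were -0.043 for *alox12b* (*T*. *cati*, cerebrum) and 0.071 for *ptgs2* (*T*. *cati*, cerebellum). With the replicate number as a block, the changed values were -0.00080 for *ptgs2* (*T*. *canis*, cerebrum), 0.00010 for *aloxe3* (*T*. *cati*, cerebrum), -0.029 for *alox8*, -0.34 for *alox12* and -0.46 for *alox12b* (*T*. *canis*, cerebellum) and -0.38 for *alox12b* (*T*. *cati*, cerebellum). With the slide as a random block, the changed values were 0.084 for *ptgs2* and -0.027 for *aloxe3* (*T*. *cati*, cerebellum). In the authors' processed values, the changed values were -0.0080 for *aloxe3* (*T*. *canis*, cerebrum), -0.13 for *alox12* and -0.10 for *alox12b* (*T*. *canis*, cerebellum) and -0.041 for *alox8* and -0.050 for *alox12b* (*T*. *cati*, cerebellum). Without the 2 male controls, the changed values were -0.013 for *aloxe3* and 0.015 for *alox8* (*T*. *canis*, cerebrum).

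With each array left out in turn, the differences that changed their sign covered these ranges. For *T*. *canis* on arrays labelled cerebrum, they went from -0.00080 to 1.20 for *ptgs2* and from -0.052 to 0.074 for *aloxe3*. For *T*. *cati* on arrays labelled cerebrum, they went from -0.12 to 0.0094 for *aloxe3* and from -0.26 to 0.85 for *alox12b*. For *T*. *canis* on arrays labelled cerebellum, they went from -0.82 to 0.39 for *ptgs2*, from -0.10 to 0.28 for *alox8*, from -0.65 to 0.45 for *alox12* and from -0.77 to 0.70 for *alox12b*. For *T*. *cati* on arrays labelled cerebellum, they went from -1.33 to 0.33 for *ptgs2*, from -0.072 to 0.16 for *aloxe3*, from -0.38 to 0.54 for *alox12b* and from -0.83 to 0.62 for *alox15*.

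Signal over background limits the dim probes. The probe for *alox8* was not well above background on any array, and that for *alox12* was so on 2 of the 20 arrays, and the sign of their differences changed with the floor, the background correction and the normalization. The 3 genes *ptgs1*, *alox5* and *alox5ap* were well above background on all arrays.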

Differences from the paper's values

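The only alternatives in this part that were chosen after the values had been seen are the 2 fits with the region-marker term. The *P* values below are those of the methods' t-test on the log2 signals, with 12 alternatives set before the data were examined for the cerebella and 13 for the cerebra, and the log2 fold changes were compared with 16 and 17 such alternatives.

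For *alox12* in *T*. *canis*-infected mice, the paper gives *P* = 0.0061 in the cerebra, where 0.380 was found here (0.0528 to 0.877 under the alternatives), and *P* = 0.0398 in the cerebella, where 0.924 was found (2.1e-06 to 0.926). None of the alternatives came close to the paper's values, and the lowest *P* in the cerebella, with the floor under dim signals, belongs to a higher signal after infection. In the cerebella of *T*. *cati*-infected mice, the paper's *P* for *alox12* is 0.0268 and the value here 0.282. It was 0.0392 without control 4, which is near the paper's value, while the other 11 alternatives were not. With array weights in limma, this difference was -1.33 with an adjusted *P* of 0.00989 (0.00989 to 1 over its alternatives).

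For *alox12e*, the paper gives *P* = 0.0021 in the cerebella of *T*. *canis*-infected and *P* = 0.0017 in those of *T*. *cati*-infected mice. The values here were 0.113 (0.0595 to 0.238 under the alternatives) and 0.502 (0.251 to 0.923), and no alternative came close. The *T*. *canis* increase passed limma's threshold with the region-marker term (adjusted *P* = 0.0484) and in the fit over both brain parts with that term (adjusted *P* = 0.00132), both chosen after seeing the values, within a range of 0.00132 to 0.630 over its alternatives.

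For *alox15* in the cerebra, the paper gives *P* = 0.0037 with *T*. *canis* and *P* = 0.0464 with *T*. *cati*, against 0.000913 and 0.00734 here. The first came near the paper's value after normexp background correction, without the 2 male controls and without *T*. *canis* 1, *T*. *canis* 2, *T*. *canis* 3, control 2, control 3 or control 4, but not under the other 5 alternatives. The second did so under none (0.00526 to 0.0233). The *T*. *cati* increase, which limma did not call over all probes, passed the threshold by the methods' t-test and by limma adjusted over the list alone (adjusted *P* = 0.00645).

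The values of Fig 6 were read from its colours. Its colour key prints the same negative value at both ends, and red was read as higher than the controls because the paper's text calls genes shown in red raised. The paper's log2 fold change of *ptgs1* with *T*. *canis* is about 0.3 in the cerebra and about 0.4 in the cerebella (Fig 6, read by eye), against 1.01 and 1.21 here, which are 0.304 and 0.365 on a log10 scale. That of *alox5* is about 0.6 and about 0.8 (Fig 6, read by eye), against 1.25 and 1.90 here, or 0.377 and 0.573 on a log10 scale. For *alox5ap* the paper's values are about 0.3 and about 0.5 (Fig 6, read by eye), and 1.32 and 1.57 were found, or 0.399 and 0.472 on a log10 scale. None of the alternatives brought these 6 values within the spread of the paper's. A change to log10 brings *ptgs1* and *alox5ap* close to the figure but not *alox5* or *alox15*, and the methods give log2.

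With *T*. *cati*, the paper's log2 fold change of *alox15* is about 1.3 in the cerebra (Fig 6, read by eye), against 2.22 here, or 0.669 on a log10 scale. The size of this difference is uncertain, since 3 of the 4 control arrays were not well above background. It came within the spread after normexp background correction, quantile normalization and with the authors' processed values, the floor under dim signals, array weights, without *T*. *cati* 2 and without control 3, but not under the other 10 alternatives. In the cerebella it is about 0.1 (Fig 6, read by eye), against -0.18 here. The sign was that of the figure after normexp background correction, with the floor under dim signals, without *T*. *cati* 3 and without control 2, and not under the other 12.

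The paper does not list day 42 pi among the days on which *alox15* was raised in the cerebella of *T*. *canis*-infected mice, although Fig 6 shows it raised, and an increase of 3.26 was found here (adjusted *P* = 0.0207 from limma). The paper's discussion states that *alox5ap* was raised in *T*. *cati*-infected cerebella throughout the study, while its results state no change of *alox5ap* in *T*. *cati*-infected mice. Here the difference at day 42 pi was 0.43 (adjusted *P* = 0.568 from limma), and it passed the threshold only in the fit over both brain parts with the region-marker term (0.53, adjusted *P* = 0.0286), chosen after seeing the values. Its adjusted *P* over all alternatives was 0.0286 to 1. Fig 6 shows *alox12* in *T*. *canis*-infected cerebella below the controls, where the difference here was 0.079 and the probe was well above background on 2 of the 20 arrays. It shows *alox8* in the cerebella of both infections below the controls, where the probe was not well above background here (0.093 with *T*. *canis* and 0.17 with *T*. *cati*), and *aloxe3* in *T*. *cati*-infected cerebella below the controls, against 0.016 here. For *ptgs2* in *T*. *canis*-infected cerebella it shows a slight increase, against -0.15. It shows *alox12e* of the cerebra close to the controls, where the differences here were 1.43 with *T*. *canis* and 0.94 with *T*. *cati*, neither past limma's threshold (adjusted *P* = 0.281 and 0.918).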

Other observations

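The tests of the brain-part labels, of the scan day, of the slide as a term and of blood, and the fits with a region-marker term were chosen only after the results had been seen.

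On 8 of the 20 arrays, the forebrain and the cerebellum lists both lay on the other side of the brain-part label. On the arrays that go with their label, the mean of the forebrain list was between 0.52 and 0.80 for cerebrum and between -3.63 and -3.02 for cerebellum, and that of the cerebellum list between -2.08 and -1.58 and between 1.46 and 3.37. The 8 arrays are 1 of each label among the *T*. *canis* arrays, 1 of each among the *T*. *cati* arrays and 2 of each among the controls, which is what exchanged labels within each group would give, so a mislabelled brain part is a candidate explanation. A mixture of both brain parts would give intermediate values, but only 1 of the 8 arrays had its lower list above the range of the arrays that go with their label. The authors' processed values place 8 arrays, the same ones, on the other side, which argues against the normalization. As these values rank like the same scanner files, files exchanged before the processing would give the same 8 arrays. Whether the tubes, the arrays, the files or the sample records were exchanged stays open, and no array was moved to another group. Between infected and control arrays, the forebrain and the cerebellum list were called in none of the 4 comparisons, with the lowest adjusted *P* for the cerebellum list and *T*. *canis* on the arrays labelled cerebrum (median log2 change -1.06, camera adjusted *P* = 0.0529, fry adjusted *P* = 0.582, and camera adjusted *P* = 0.000131 with the replicate number as a block). With that block, camera also called the cerebellum list for *T*. *cati* on these arrays (adjusted *P* = 0.0232) and the forebrain list for *T*. *cati* on those labelled cerebellum (adjusted *P* = 0.0457). In the fit over both brain parts with the region-marker term, which is built from these lists, the cerebellum list was lower with *T*. *canis* (median -0.48). Camera and fry both called it (adjusted *P* = 0.00109 and 2.3e-05). The forebrain list (median -0.23) was called there by fry (adjusted *P* = 0.00417) but not by camera (adjusted *P* = 0.110). With *T*. *cati*, neither test called either list in that fit. Because of the 8 arrays, the comparisons labelled cerebrum and cerebellum are both comparisons of mixed sets of arrays.

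Over all 20 arrays, with the region-marker term in place of the brain-part label, 12588 of 31721 probes differed between *T*. *canis* and control (6662 higher and 5926 lower) and 2663 between *T*. *cati* and control (2166 higher and 497 lower). Of 100 drawn divisions of the arrays, 1, the real one, gave as many for *T*. *canis* (at most 3333 in the others) and 1 for *T*. *cati* (at most 1 in the others). These divisions and the fit take the arrays as independent, although both brain parts came from the same mice by the methods, so that chance cannot be excluded by them. The infected and control arrays still differ in their scan day and slide, so for *T*. *cati* infection and scan day cannot be told apart. In limma's interaction test, the number of probes whose effect of infection differed between the arrays labelled cerebrum and cerebellum was 0 for *T*. *canis* (1276 at an unadjusted *P* below 0.05) and 0 for *T*. *cati* (522), where 1586.05 are due to chance. With a count of 0, all 100 of 100 drawn divisions give at least as many for *T*. *canis* and all 100 of 100 for *T*. *cati* whatever the data, so that they say nothing about chance. With mixed brain parts in both groups, these counts do not show that the effects are equal.

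The sample records call control 1 and control 2 labelled cerebrum male, whereas the methods name female mice. The lowest *Ddx3y* value of these 2 arrays lay 9.00 above the highest of the 18 other arrays on the log2 scale, and *Xist* lay 8.84 below the lowest of them. These values argue against wrong sex in the records. Of the 2 male arrays, control 1 carried forebrain and control 2 cerebellum markers, and no array labelled cerebellum is male. Under the labels, these 2 cerebra therefore have no cerebellum of the same mouse among the arrays. By their markers, both arrays could instead come from 1 mouse, which was not tested.

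Higher *ptgs1*, *alox5* and *alox5ap* in *T*. *canis*-infected mice may come from more microglia or macrophages or from a change in such cells. The microglia list, of which 15 of 15 genes were also well above background on all control arrays, rose by a median of 1.61 on the arrays labelled cerebrum, in line with this explanation. The rise was uneven, with *Trem2* at 3.13 and *C1qa* at 3.04 but *Tmem119* at 0.75 and *P2ry12* at 0.53, and *Siglech*, which had the highest signal of the list, at 0.14. More cells of an unchanged kind would raise all of them alike, so a change within these cells or other macrophages stays open. Between *T*. *canis* and *T*. *cati* arrays, which share the scan day, the highest adjusted *P* of the 3 genes was 0.0251 (limma) on those labelled cerebellum, which argues against the scan day as the whole cause there. This call was lost for *ptgs1* and *alox5* in 2 and for *alox5ap* in 5 of the 6 fits that left out 1 array, with an adjusted *P* of up to 0.105. On the arrays labelled cerebrum, *ptgs1*, *alox5* and *alox5ap* were 0.50, 0.86 and 0.69 higher with *T*. *canis*, on 3 of 3 arrays each, but the adjusted *P* was 0.528, 0.132 and 0.205, so that the scan day stays open there. Within a brain part, the infections share no slide. The only slide with both infections holds 2 *T*. *canis* arrays labelled cerebrum and 2 *T*. *cati* arrays labelled cerebellum, and for each gene both *T*. *canis* arrays lay above both *T*. *cati* arrays. When limma was fitted to all 20 arrays with the slide and the region-marker term, *T*. *canis* exceeded *T*. *cati* by 1.08 for *ptgs1*, 1.82 for *alox5* and 1.23 for *alox5ap* (adjusted *P* = 0.0317, 0.0271 and 0.00808). On the shared slide the infections also differ in the brain part. These values argue against the slide as the whole cause only if the region-marker term removes that difference. This fit takes the arrays as independent. With the brain-part label in place of that term, the adjusted *P* was 0.0157, 0.0527 and 0.0521. With the slide as a random block, *alox5* and *alox5ap* kept their call against the controls on the arrays labelled cerebrum, while *ptgs1* lost it there and all 3 genes lost it on those labelled cerebellum, so that a contribution of the slide stays open. The slides of the controls also differ in their markers, so the lost calls do not separate the slide from the brain part.

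Higher *alox15* may come from eosinophils. The median log2 change of *Epx*, *Prg2*, *Ear1*, *Ear2* and *Ccr3* over both *T*. *canis* comparisons was 1.62, but the genes did not move alike, so that eosinophils and a change in other cells cannot be told apart. In cerebrum and cerebellum by label, *Epx* changed by -0.019 and -0.17 and *Ccr3* by 1.54 and 1.88 (adjusted *P* = 0.0116 and 0.0219 from limma). *Prg2* changed by 1.08 and 3.82 (adjusted *P* = 0.638 and 0.042), *Ear1* by 1.53 and 2.83 and *Ear2* by 1.70 and 2.76, the last 2 without passing the threshold. The changes of *Prg2* and *Ear1* on the arrays labelled cerebellum are uncertain in size, since each was well above background on 2 of 4 control arrays. Of the other genes of the list, *Siglec5* rose by 3.34 and 2.80 (adjusted *P* = 0.000963 and 0.00146), while *Ear6* changed by -0.094 and 0.074 and *Il5ra* by 0.060 and 0.22. Of the 9 genes of the eosinophil list, which also holds *alox15*, 6 were well above background on all control arrays. More blood in the infected tissue was tested with the haemoglobin and red cell list. Its highest median over the 4 comparisons was -0.32, so that it did not rise, which argues against a larger amount of blood as the source. A list of red cell genes cannot tell whether the blood held more eosinophils.

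Other genes that the paper's text names were examined as well. With *T*. *canis*, on the arrays labelled cerebrum and cerebellum, *Tnf* rose by 2.86 and 2.45 (adjusted *P* = 0.000967 and 0.00268 from limma), *Il1b* by 1.97 and 1.78 (0.0289 and 0.0114), *Il4* by 1.52 and 1.43 (0.0123 and 0.03) and *Gpr132* by 1.29 and 1.32 (0.00169 and 0.0136). *Il6* rose by 1.73 on the arrays labelled cerebrum (0.0167) and was not tested on those labelled cerebellum. The sizes for *Tnf* and *Il6* are uncertain, since on the control arrays *Tnf* was well above background on 1 of 4 labelled cerebrum and 3 of 4 labelled cerebellum, and *Il6* on 1 of 4 labelled cerebrum. *Il1b* was so on 3 of 4 labelled cerebrum and on all 4 labelled cerebellum. None of these genes passed the threshold with *T*. *cati*, and *Pparg* and *Cd4* passed it in no comparison. *Ifng* was not well above background on any array, *Il12a* was so on too few arrays to be tested, and *Il12b* had no probe with that symbol. No explanation was tested for these genes.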
